# Adult dental epithelial stem cell-derived organoids deposit hydroxylapatite biomineral

**DOI:** 10.1038/s41368-023-00257-w

**Published:** 2023-12-07

**Authors:** Hyun-Yi Kim, Victoria Cooley, Eun-Jung Kim, Shujin Li, Jong-Min Lee, Dina Sheyfer, Wenjun Liu, Ophir D. Klein, Derk Joester, Han-Sung Jung

**Keywords:** Adult stem cells, Stem-cell research

## Abstract

Ameloblasts are specialized cells derived from the dental epithelium that produce enamel, a hierarchically structured tissue comprised of highly elongated hydroxylapatite (OHAp) crystallites. The unique function of the epithelial cells synthesizing crystallites and assembling them in a mechanically robust structure is not fully elucidated yet, partly due to limitations with in vitro experimental models. Herein, we demonstrate the ability to generate mineralizing dental epithelial organoids (DEOs) from adult dental epithelial stem cells (aDESCs) isolated from mouse incisor tissues. DEOs expressed ameloblast markers, could be maintained for more than five months (11 passages) in vitro in media containing modulators of Wnt, Egf, Bmp, Fgf and Notch signaling pathways, and were amenable to cryostorage. When transplanted underneath murine kidney capsules, organoids produced OHAp crystallites similar in composition, size, and shape to mineralized dental tissues, including some enamel-like elongated crystals. DEOs are thus a powerful in vitro model to study mineralization process by dental epithelium, which can pave the way to understanding amelogenesis and developing regenerative therapy of enamel.

## Introduction

Ameloblasts are cells derived from the dental epithelium that direct the highly oriented growth of hydroxylapatite crystallites during tooth development. In all human teeth, as well as the molars of mice, ameloblasts are lost during tooth eruption. Therefore, adult human teeth and mouse molars cannot regenerate enamel beyond superficial remineralization from saliva^1^. In contrast, mouse incisors generate functional ameloblasts throughout life to produce enamel to support the continuously growing teeth. This ameloblast population originates from adult dental epithelial stem cells (aDESCs), which reside in a niche called the labial cervical loop^2^.

To facilitate the investigation of this unique stem cell population, two-dimensional or three-dimensional culture systems for aDESCs isolated from the incisors of adult mice have been established^3–5^. Hermans et al. recently established tooth organoids using early-postnatal mouse molar and incisor^6^. As human, aDESCs are not readily available, and recent reports suggested to induce aDESC from human induced pluripotent stem cells (hiPSCs) and dental follicle cells from unerupted wisdom teeth have been used^7–9^. Some of the reports showed ability to secrete enamel matrix proteins^6,9^ and even deposit biomineral^7,8^ when epithelial cells were combined with mesenchyme. However, the function of ameloblasts in the absence of mesenchyme has not been studied, and the structure of crystallites in organoids has not yet been been characterized.

Knowledge about the signaling pathways regulating the fate of stem cells is essential to establish organoids cultures. Molecular developmental studies have shown that numerus pathways are involved in the regulation of dental stem cells during early stage of tooth development. Sonic hedgehog (Shh) and fibroblast growth factor (Fgf) signaling are essential for initiation of tooth bud^10,11^. Wnt signaling also plays an important role in early tooth morphogenesis^12,13^. Wnts, Shh, bone morphogenetic proteins (Bmps) and Fgfs expressed from the primary enamel knot promote expansion and elongation of epithelial tissue into dental cusps^14^. During cap and bell stage, mesenchymal Fgf10 maintains the survival of epithelial progenitors, and the spatiotemporal expression of Fgfs regulates proliferation and invagination of dental epithelial cells^15^. Notch signaling regulates the fate and differentiation of dental epithelial stem cells by interacting with Fgf signaling^16^.

In this study, we established long-term culture conditions for dental epithelial organoids (DEOs) generated from murine aDESCs that expressed ameloblast markers when treated with a combination of Wnt, Bmp, Fgf, and Notch signaling modulators. Remarkably, when the organoids were transplanted underneath the murine kidney capsule, they not only secreted enamel matrix proteins but also deposited hydroxylapatite (OHAp) biomineral.

## Results

### Murine DEOs originating from single aDESCs

We isolated aDESCs from extracted apical buds of wild-type C57BL/6 mouse incisors by collagenase, dispase and trypsin-EDTA treatment and suspended the cells in Matrigel. First, we grew aDESCs in culture media used for taste bud organoids^17^, which contains essential factors for the culture of epithelial organoids, (Wnt3a, R-spondin1 and epidermal growth factor; Minimal in Table S1)^18^ with Noggin and Jagged1 (+NJ in Table S1). In this medium, aDESCs grew as organoids with a sphere appearance displaying a multilayered inner structure (Fig. 1a). Sectioning and histological staining by hematoxylin and eosin (H&E) staining revealed that the DEOs retained a stratified epithelial structure (Fig. 1b), a typical multilayered structure found in skin epidermis^19^. The epithelial basal cell markers, p63 and P-cadherin^20–22^ were specifically expressed in the outermost layers of the organoids (Fig. 1c, d). The expression of cytokeratin (Krt) 10, a marker of spinous layers^19^, was completely exclusive to p63 (Fig. 1c). E-cadherin was partially expressed compared to Krt10 in the suprabasal layers of the organoids (Fig. 1c, d).

**Fig. 1:**
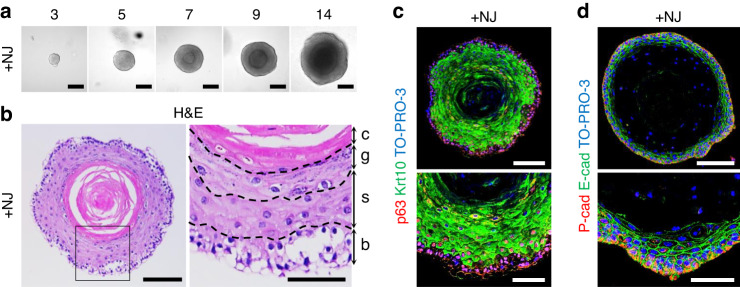
Establishment of a 3D culture system for murine dental epithelial organoids. **a** Differential interference contrast (DIC) images of dental epithelial organoids (DEOs) on days 3, 5, 7, 9, and 14 of culture from adult dental epithelial stem cells (aDESCs) in medium containing Wnt3a, R-spondin1, epidermal growth factor (Egf), and Jagged1 (+NJ). Scale bar = 100 μm. **b–d** DEOs grown in +NJ for 2 weeks. Hematoxylin and eosin (H&E) staining of paraffin sections of a DEO (**c** left, scale bar = 100 μm). On the right is a magnified image of the outlined area showing four epithelial cell layers (**c**, right, scale bar = 50 μm). c cornified, g granular, s spinous, b basal. Confocal image of paraffin sections of a DEO costained for P63 (**d** red), cytokeratin 10 (Krt10, **d**, green), and TO-PRO-3 (**d** blue). Scale bar = 100 μm (**d** top). Higher magnification (**d** bottom, scale bar = 50 μm). Confocal image of paraffin sections of a DEO costained for P-cadherin (**e**, red), E-cadherin (**e** green), and TO-PRO-3 (**e** blue). Scale bar = 100 μm (**e**, top). Higher magnification (**e**, bottom, scale bar = 50 μm)

### Fibroblast growth factor 10 induced bud formation of organoids

Fgf signaling is essential for the initiation and invagination of dental epithelium during early tooth development^23^. Among the various isotypes of Fgf, Fgf10 is expressed in the mesenchyme of developing incisors and plays important roles in cervical loop formation and maintenance^15^. To validate the capacity of DEOs to differentiate into dental epithelium, we added FGF10 to the culture media (+NFJ in Table S1). Notably, the formation of buds from DEOs was observed in +NFJ (Fig. 2a, upper panels and Fig. 2b). Histological analysis showed suppression of keratinocyte differentiation in the core of organoids grown in +NFJ (Fig. 2a, lower panels). Krt14, a marker of epithelial basal cells^24^, was expressed in both organoids grown with and without FGF10 (Fig. 2c, green). However, the expression of Sox2, a dental stem cell marker^25^, was observed only in budding regions of organoids grown in +NFJ (Fig. 2c). Differentially expressed gene (DEG) analysis based on RNA-seq results of the organoids grown with or without FGF10 showed that the transcription of 907 genes was significantly changed by FGF10 treatment (*P* < 0.05, Fig. 2d). For further analysis, upregulated (602) and downregulated (305) genes were subjected to gene ontology (GO) analysis. Upregulated and downregulated genes were significantly matched with 554 and 284 biological process (BP) terms, respectively, and the top 10 results of each group were visualized (Fig. S1a). The results revealed that the genes related to extracellular structure and matrix organization and cell adhesion and migration were upregulated, and the genes related with epidermis development were downregulated in organoids by FGF10 treatment (Fig. S1a). To visualize genes related to the GO terms, we annotated the volcano plot with the name of genes belonging to each term (Fig. S1b and Fig. 2e–i). FGF10 significantly increased the expression of downstream and upstream genes of extracellular signal-regulated kinases (ERKs, Fig. 2e), and extracellular matrix (ECM)-related genes including collagen (Col3a1, Fig. 2f) and matrix metalloproteinases (Mmp 2, Mmp10, Mmp12, Fig. 2f, g). In contrast, small proline rich proteins (Sprr1b, Sprr3) and cornifelin (Cnfn), the genes involved in the keratinization process^19^, and Krt10 were significantly decreased by FGF10 treatment (Fig. 2h, i). 

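Bulk RNA-seq values of DEOs grown for 14 days in 4 media were analysed here, with 1 library per medium. All 4 media contained Wnt3a, R-spondin1, EGF at 100 µg per ml and Noggin at 200 µg per ml (+N). DBZ, which blocks the cleavage that activates Notch receptors, was added in +ND, FGF10 at 100 µg per ml was added in +NF, and both were added in +NFD. Table S1 gives the DBZ dose as 10 µM and the methods text gives it as 10 mM. The +NJ and +NFJ media with Jagged1 were not analysed here. The authors aligned reads from TruSeq libraries, sequenced on a Illumina HiSeq sequencer, to the mouse genome GRCm38 with TopHat and estimated transcript abundance with Cufflinks, and the values are their FPKM, that is, fragment numbers scaled to transcript length and library size. The table lists 47493 entries for 47360 gene symbols, and entries with the same symbol were summed. Between 19650 and 20498 genes were above 0 in a library, and between 12536 and 12973 reached an FPKM of 1. Read totals were not stated, so relative depth was taken from the smallest steps between low values of 8409 genes with a single annotated transcript of at least 1000 nt. By this measure +ND had 0.799 times the depth of +N, +NF had 1.05 times and +NFD had 1.05 times. Ratios between media are log2((FPKM + 1)/(FPKM + 1)), which understates the change of low genes, over genes with an FPKM of at least 1 in the higher of the 2 libraries. Since each medium has 1 library, a difference between media has no replicate check and no p-value is given. A gene list was described by the median log2 ratio of its members and by the percentile of that median among 10000 random lists of the same size matched on expression level, with a median in the lowest or highest 2.5% described as apart from random lists. Genes of a list that are regulated together make extreme percentiles more frequent, so a percentile describes these libraries only.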

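In +NF relative to +N, 13090 genes passed the filter, of which 361 were at least 2-fold higher and 319 at least 2-fold lower. The median log2 ratio over these genes was 0.12, so that genes as a whole were listed slightly higher in +NF. When the ratios were centred on their median, 248 genes were higher and 409 lower. A pseudocount of 0.1 in place of 1 gave 712 higher and 480 lower. Among 94 cell cycle genes, 93 had a higher FPKM in +NF than in +N, with a median log2 ratio of 0.86 at percentile 100. Among 44 cornified envelope and suprabasal keratinocyte genes, 43 were lower in +NF, and their median log2 ratio was -1.76 at percentile 0. Without a pseudocount, over genes above 0 in both libraries, this median was -3.21. Both lists were written from general knowledge before the data were examined, in place of the GO terms, whose members were not used here.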

Gene set enrichment analyses (GSEA) of significantly regulated genes in +NF compared to +N showed the positive enrichment of cell cycle- related GO terms and negative enrichment of skin development-related GO term (Fig. S2).

**Fig. 2:**
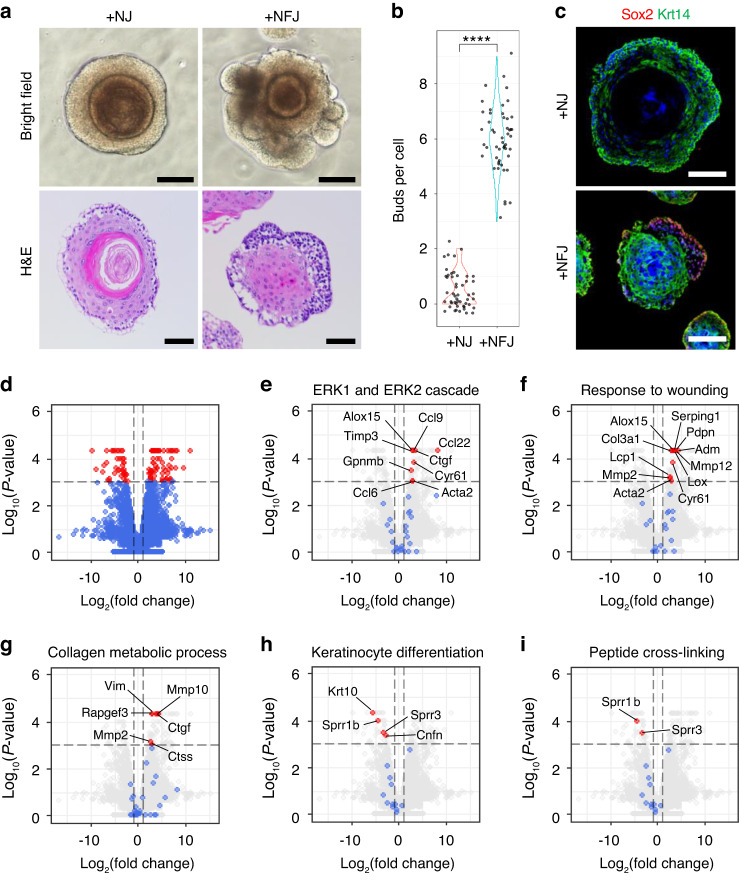
Effect of fibroblast growth factor 10 (FGF10) treatment on DEOs. **a**–**c** DEOs were grown in +NJ or FGF10-supplemented medium (+NFJ) for 2 weeks. Bright-field images of DEOs (**a**, top, scale bar = 50 μm). H&E staining of paraffin sections of DEOs (**a**, bottom, scale bar = 50 μm). Number of buds per DEOs (**b**, *n* = 50). Confocal image of paraffin sections of DEOs costained for Sox2 (**c** red), cytokeratin 14 (Krt14, **c** green), and TO-PRO-3 (**c** blue). Scale bar = 100 μm (**c**). Volcano plots of differentially expressed genes (DEGs) of DEOs grown in +NFJ compared with those of DEOs grown in +NJ. Fold changes are shown for all DEGs (**d**) or for genes related to specific ontology (GO) terms (**e**–**i**) as red (|fold change| > 2 and *P*-value < 0.001), blue (|fold change| < 2 or *P*-value > 0.001), and gray (not related to the indicated GO term) dots. Vertical dashed lines indicate −2-fold and +2-fold changes. A horizontal dashed line indicates a *P*-value of 0.001

### Depletion of Jagged1 aided bud formation of organoids

Notch signaling plays a major role in epidermis development and homeostasis. Activation of Notch signaling by Notch ligands including Jagged1, suppresses the basal and cornified layer and promotes spinous and granular layer development in stratified epithelium^26^. DEG analysis of RNA-seq results of organoids grown in +N and +NJ medium showed that stem cell- (Bmi1, Sox2, and Gli1), proliferation- (Mki67, Pcna, and Ccnb1), and ameloblast-related markers (Ambn and Amelx) were not significantly regulated in +NJ compared to +N. However, keratinocyte related markers (Cnfn, Sppr2k, and Krt10) showed significant upregulation in +NJ compared to +N (Fig. S3).

Active bud formation was observed in DEOs grown in FGF10-supplemented and Jagged1-depleted culture media (+NF in Table S1, Fig. 3a–g). The buds consisted of basal and suprabasal layers reminiscent of an invagination of epithelium during development of epidermal appendages, in which E-cadherin-positive suprabasal cells provides centripetal force to make bud structure^27^. Whole mount (Fig. 3a) and section (Fig. 3d) staining of DEOs grown in +NF showed that most cells expressed Ki67, a proliferation marker, whereas, of Krt14 expression was dominant at the verge of buds. The exclusive staining patterns of E-cadherin and P-cadherin (Fig. 3e, f), and Krt10 and p63 (Fig. 3g) revealed well-developed basal and suprabasal layers in the buds.

**Fig. 3:**
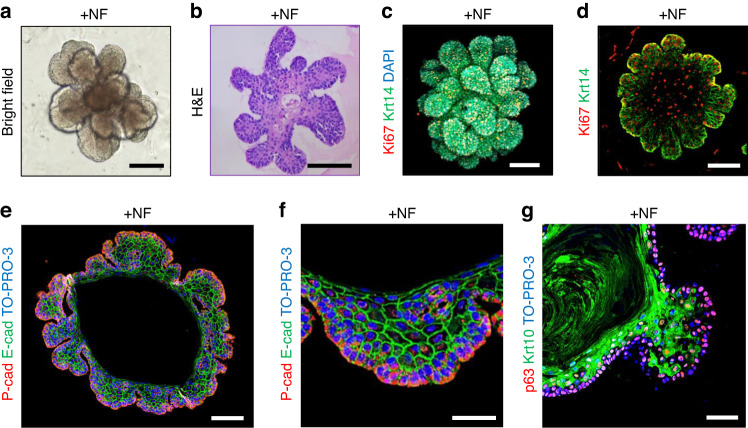
DEOs cultured in Jagged1-depleted, FGF10-supplemented medium form robust basal epithelial layers. **a**–**g** DEOs were grown in Jagged1-depleted, FGF10-supplemented medium (+NF) for 2 weeks. Bright-field image of a DEO (**a**, scale bar = 100 μm). H&E staining of paraffin sections of a DEO (**b**, scale bar = 100 μm). Maximum intensity projection of serial Z-section confocal images of a whole-mount DEO stained for Ki67 (**c** red), Krt14 (**c** green), and DAPI (**c** blue, scale bar = 50 μm). Confocal image of paraffin sections of a DEO costained for Ki67 (**d**, red) and Krt14 (**d**, green, scale bar = 50 μm). Confocal image of paraffin sections of a DEO costained for P-cadherin (P-cad, **e** red), E-cadherin (E-cad, **e**, green), and TO-PRO-3 (**e**, blue, scale bar = 50 μm). Higher magnification (**f** scale bar = 25 μm). Confocal image of paraffin section of a DEO costained for P63 (**g** red), Krt10 (**g** green), and TO-PRO-3 (**g** blue, scale bar = 25 μm)

GO analysis based on DEG (+NJ vs. +NF, *P* < 0.05) identified 71 and 155 BP terms for the upregulated and downregulated gene groups (Fig. 4a). The top GO terms were similar to those of +NFJ; extracellular structure organization and cell-substrate adhesion were annotated for the upregulated gene group, whereas epidermal cell differentiation and keratinization-related terms were annotated for the downregulated gene group (Fig. 4a). Eighty-one genes were significantly changed in organoids grown in +NF compared with +NJ (|fold change| > 2 and *P*-value < 0.01, Fig. 4b, red dots). Genes related to cell motility (α-actin2, Acta2), cell adhesion (melanoma cell adhesion molecule, Mcam), and extracellular matrix (derocin, Dcn; lumican, Lum) were included in 7 upregulated genes (Fig. 4c). Among 74 downregulated genes, various keratinocyte differentiation and keratinization-related genes were found (ATP-binding cassette sub-family A member 12, Abca12; arachidonate lipoxygenase 3, Alox12b; caspase 14, Casp14; Cnfn; profilaggrin, Flg; late cornified envelope, Lce1a1/1a2/1b/1c/1d/1g/3a/3b/3c/3d/3e/3f; loricrin, Lor; Sprr2k, Fig. 4d, e). In addition, downregulation of Krt1/10/13 and upregulation of Krt20 were observed (Fig. 4c–e).

**Fig. 4:**
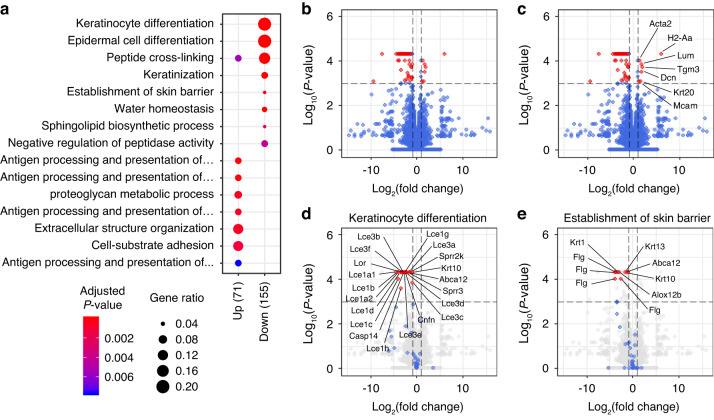
Transcriptomic change of DEOs cultured in Jagged1-depleted, FGF10-supplemented medium. **a** A dot plot of GO overrepresentation results for upregulated (Up) and downregulated (Down) DEGs in DEOs grown in +NF compared with DEOs grown in +NJ. The color and size of the dots indicate the *P*-value and gene ratio of each representative GO term. Volcano plots of DEGs of DEOs grown in +NF compared with DEOs grown in +NJ. Total (**b** and **c**) or indicated GO term-related (**d**, **e**) genes are displayed as red (|fold change| > 2 and *P*-value < 0.001), blue (|fold change| < 2 or *P*-value > 0.001), and gray (not related to the indicated GO term) dots. Vertical dashed lines indicate −2-fold and +2-fold changes. A horizontal dashed line indicates a *P*-value of 0.001

To clarify the effect of Fgf10, GO analysis was performed using commonly upregulated (Fig. S4a) and downregulated (Fig. S4b) genes in +NF and +NFJ compared to +N. Various metabolic process-related GO terms were enriched in commonly upregulated genes (Fig. S4c). Interestingly, the GO terms enriched in commonly downregulated genes were mainly related to skin development (Fig. S4d).

### Inhibition of Notch signaling boosted the basal layer of organoids

To find optimal conditions for organoid growth, we examined various combinations of growth factors. While dissociated single cells from the dental epithelium initially formed small organoids in the minimal medium, they either ceased growing (Fig. 5a and Fig. S5a, b) or formed hollow spheres containing only a single-cell layer, indicating loss of stemness to maintain epithelial structure (Fig. 5a–c, red arrows). We then added Noggin. When media were supplemented with Noggin (+N in Table S1 and Fig. 5a, b), which expands intestinal epithelial stem cells in both mouse and organoids^28,29^, organoids grew exponentially, but they still formed hollow spheres (Fig. 5a–c, red arrows). Furthermore, we examined dibenzazepine (DBZ; NFD in Table S1), a Notch inhibitor^30^, since genetic or chemical inhibition of Notch signaling increases the proportion of basal stem cells in epidermal tissues^26^. The growth rate of organoids cultured in +NF or +NFD media was similar to that of organoids cultured in +N medium (Fig. 5a, b). However, the fraction of hollow spheroids was reduced significantly when organoids were cultured in +NF or +NFD media (Fig. 5a, c).

**Fig. 5:**
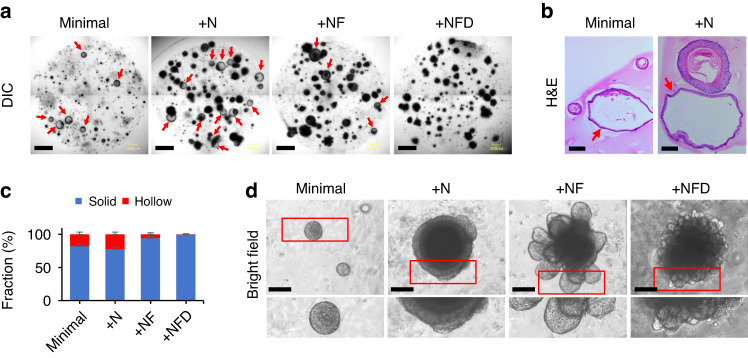
Morphology of organoids grown at different media compositions. Organoids were grown from aDESCs embedded in Matrigel using media supplemented with Wnt3a, R-spondin1, and Egf (minimal), minimal + Noggin (+N), +N + Fgf10 (+NF), or +NF + dibenzazepine (+NFD) for 2 weeks. **a** Maximum intensity projection of serial Z-section DIC images of whole well with multiple organoids. Scale bar = 500 µm. **b** H&E-stained paraffin sections. In **a** and **b**, red arrows indicate hollow spheroids. Scale bar = 100 µm. **c** Bar plot of the fraction of solid (blue) and hollow (red) spheroids as a function of the media composition (*n* = 3). Data are represented as the mean ± SD. **d** Bright-field images of representative organoids. Scale bar = 100 µm

The aDESCs cultured in +N medium formed spherical organoids with multilayered structures (Fig. 5d). FGF10 treatment induced budding structures (+NF, Fig. 5d) that contained epithelial stem cells and their descendants^18^. Interestingly, in +NFD medium (Fig. 5d), organoids formed smaller, but more numerous buds compared to those cultured in +NF medium. The morphological differences between organoids cultured in +NF and +NFD media were confirmed by serial Z-stack confocal images (Fig. S6a).

H&E staining of sections of organoids grown in +N media revealed well-developed basal (b), spinous (s), granular (g), and cornified (c) layers (Fig. 6a). This is typical for the stratified structure of skin rather than dental epithelium. Dominant expression of Krt10, assessed by immunofluorescence microscopy, is consistent with a multilayered differentiating epithelium (Fig. 6b).

**Fig. 6:**
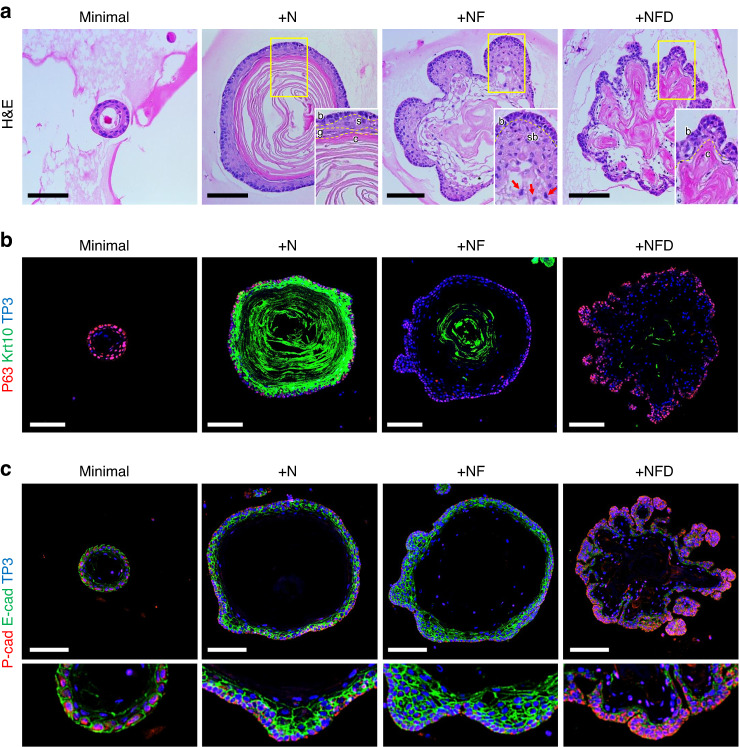
Histological and immunohistological analysis of DEOs. Organoids were grown from aDESCs embedded in Matrigel using media supplemented with minimal, +N, +NF, or +NFD for 2 weeks. **a** H&E-stained paraffin section. Scale bar = 100 µm. Confocal images of paraffin sections immuno-labeled for P63 (**b** red) and Krt10 (**b** green), or P-cadherin (P-cad, **c** red) and E-cadherin (E-cad, **c** green), and counterstained for nuclei with TO-PRO-3 (TP3, blue). Scale bar = 100 µm

In +NF medium, organoids lost their stratified epithelial layers and generated budding structures with expansion of a single layer of columnar basal cells (b) and a multi-layer of flattened suprabasal cells (sb, Fig. 6a). The invasion of epithelial organoids into the Matrigel is reminiscent of epithelial invagination into mesenchyme, an early event during tooth development that requires E-cadherin expression in suprabasal cells^10,31^. Indeed, organoids cultured in +NF medium showed enrichment of E-cadherin-positive cells in the suprabasal layer (Fig. 6c and Fig. S6b). With its distinct star-shaped cells (Fig. 6a, +NF, red arrows), the suprabasal layer in the organoids resembled the stratum intermedium of the tooth bud at bell stage.

Basal (b) and cornified (c) layers of organoids were well-developed in the +NFD medium (Fig. 6a). In these organoids the basal layer was dominant, as indicated by strong expression of P63 (Fig. 6b), a marker of epithelial stem cells^32^. The P-cadherin, which dominantly expresses in the inner enamel epithelium of tooth bud in the early- to mid-bell stage^33^ and a marker of transient amplifying population of the mouse incisor epithelium^34^, also highly expressed in the organoids grown in +NFD medium (Fig. 6c). However, E-cadherin-positive suprabasal cells were rarely observed in the small bubble-like structures of the organoids cultured in +NFD medium (Fig. 6c and Fig. S6c). The lack of suprabasal cells resulted in the loss of centripetal force to invaginate into Matrigel and bubble-like structures rather than budding structures observed in organoids grown in +NF medium. Inhibition of Notch signaling with simultaneous activation of Fgf signaling resulted in a significant expansion of basal layer, which indicates +NFD medium as the most favorable condition to maintain the aDESCs (Fig. 6c).

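The list of 12 basal keratinocyte genes, all of which passed the filter on low values, had a median log2 ratio relative to +N of -0.0036 in +ND, 0.21 in +NF, at percentile 98.0, and 0.18 in +NFD, at percentile 66.4 and inside the range of random lists. After centring, the median in +NFD was 0.0063. In +NFD relative to +N, 8 members were higher and 4 were lower. Trp63, which encodes P63, was at 88.5 FPKM in +N, 166 in +ND, 100.4 in +NF and 124 in +NFD, higher in the media with DBZ than in those without it. Cdh3, which encodes P-cadherin, was at 43.0 FPKM in +N, 45.0 in +ND, 40.4 in +NF and 50.9 in +NFD. These values are averages over whole organoids and do not measure the thickness of a layer.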

Interestingly organoids grown in both +N and +NFD medium contained eosinophilic cores (Fig. 6a, +N and +NFD), however, the antigenicity of the cores were different; the cores of organoids grown in +NFD medium showed low antigenicity for Krt10 antibody (Fig. 6b, +NFD). The DEG result of +NJ, +ND, +NFJ, +NFD compared to +N revealed that supplement of Jagged1 significantly increased expression of Krts significantly. However, supplement of FGF10, DBZ, or both significantly decreased the expression of Krts including Krt10 (Fig. S7). These results indicate that the eosinophilic cores observed in organoids grown in +NFD medium are different corneous found in skin tissues. In addition, induction of the skin development (GO:0043588) related genes by Jagged1 or DBZ treatment was suppressed by FGF10 supplement, which indicates that the FGF10 inhibits epidermal fate decision of the aDESCs in DEOs (Fig. S8).

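For the media with DBZ, 23 keratin genes passed the filter on low values in each comparison with +N. In +ND, 9 of them were at least 2-fold lower than in +N and 6 were at least 2-fold higher. In +NFD, 11 were at least 2-fold lower and 2 were at least 2-fold higher. These counts were the same with upper-quartile scaling and with centred ratios; with a pseudocount of 0.1 they were 10 lower and 7 higher in +ND, and 12 lower and 4 higher in +NFD. Krt10, on chromosome 11 of GRCm38 from 99385254 to 99389364, had an FPKM of 94.1 in +N, 32.8 in +ND and 2.93 in +NFD, a log2 ratio of -1.49 in +ND and -4.60 in +NFD. Krt13 fell from 435 FPKM in +N to 129 in +ND and 39.7 in +NFD. Krt4 was at 69.0, 9.98 and 8.68 FPKM in the same order. In +NF, with FGF10 and no DBZ, Krt10, Krt13 and Krt4 were at 1.25, 18.5 and 3.79 FPKM, each lower than in +NFD. Of 19 keratin genes compared between +NF and +N, 8 were at least 2-fold lower in +NF and 2 at least 2-fold higher. The log2 ratio of Krt8 was -3.92 in +ND and -1.78 in +NFD; the ratio in +ND depended on the pseudocount, and was -5.31 without one. Krt20 was at 4.36 FPKM in +N and was listed at 0 in both +ND and +NFD, where 3 fragments correspond to 0.0712 and 0.054 FPKM. In the opposite direction, Krt80 rose from 9.91 FPKM in +N to 72.3 in +ND and 28.3 in +NFD. Krtdap, which encodes a keratinocyte differentiation-associated protein, was at 265 FPKM in +N, 1982 in +ND and 375 in +NFD.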

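Skin development-related genes were higher in +ND than in +N and less so in +NFD. Cdsn, which encodes corneodesmosin and lies on chromosome 17 of GRCm38 from 35552128 to 35557180, was at 9.14 FPKM in +N, 247 in +ND and 93.4 in +NFD. Relative to +N, its log2 ratio was 4.61 in +ND and 3.22 in +NFD. Asprv1, on chromosome 6 from 86628164 to 86629710, had FPKM values of 19.5, 352 and 153 in the same order, and Alox12b had 3.33, 65.7 and 23.4. Abca12 was at 2.23, 16.6 and 6.18 FPKM, and its log2 ratio of 1.15 in +NFD became 0.98 when ratios were centred on their median. For Cdsn, Asprv1, Alox12b, Abca12 and Ugcg, FPKM in +NFD was at least 2-fold below +ND on the log2(FPKM + 1) scale, with log2 ratios from -1.07 for Ugcg to -1.45 for Alox12b. Lor, which encodes loricrin, was at 220 FPKM in +ND and 164 in +NFD, a log2 ratio of -0.42. Over the list of cornified envelope and suprabasal keratinocyte genes, all 49 members that passed the filter were lower in +NFD than in +ND, with a median log2 ratio of -1.28. Relative to +NF the same list was higher in +NFD, with a median of 2.66 and 43 of 47 members higher. The list was thus lower when FGF10 was added to DBZ and higher when DBZ was added to FGF10.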

### Transcriptomic analysis reveals ameloblast marker expression in organoids cultured in +NFD medium

We next compared expression profiles among the organoids grown in different culture conditions by performing bulk RNA-seq. DEGs were identified, and genes that were significantly upregulated in organoids cultured in +ND, +NF, and +NFD compared to those grown in +N medium (*P* < 0.05) were functionally annotated with GO terms. 

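In +ND relative to +N, 774 genes were at least 2-fold higher and 697 at least 2-fold lower among 13173 genes. In +NFD relative to +N, 782 were higher and 538 lower among 13358 genes. The median log2 ratio over all these genes was 0.10 in +ND and 0.18 in +NFD. Centring on the median changed the split to 627 higher and 830 lower in +ND, and to 543 higher and 713 lower in +NFD. In +NFD relative to +ND, 450 genes were higher and 414 lower, and centring gave 348 and 501. A pseudocount of 0.1 raised the number of genes higher in +ND to 1212 and in +NFD to 1271. The 5 largest ratios in each direction, among genes with an FPKM of at least 5 in the higher library, gave 30 entries over the 3 comparisons with +N, and 22 of these were RNAs under 300 nt. FPKM of such short transcripts depends strongly on few fragments. Among longer transcripts, a limit chosen after the values were seen, Stfa2 had the largest ratio in +ND, with 494 FPKM against 0.422 in +N. Bpifb4 had the largest in +NF, with 122 FPKM against 4.71 in +N, and Amelx had the largest in +NFD. The lowest ratio in both +ND and +NFD was that of Scgb1a1, which was at 181 FPKM in +N, 0.721 in +ND and 0.918 in +NFD. P-values of the authors' DEGseq test were not used here.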

While in +ND medium skin development-related genes were upregulated, cell division- and extracellular matrix organization-related genes predominated in +NF (Fig. S9a and Fig. 7a). 

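The list of cornified envelope and suprabasal keratinocyte genes had a median log2 ratio of 3.01 in +ND relative to +N, with 42 of 50 members higher and 36 of them at least 2-fold higher. Cell cycle genes were at least 2-fold higher in +NF for 22 of 94 members, against 11 in +ND and 13 in +NFD; these counts were 6, 4 and 1 with centred ratios and 36, 15 and 23 with a pseudocount of 0.1, in the same order. The counts of 22, 11 and 13 are 23.4%, 11.7% and 13.8% of the members, against 2.76%, 5.88% and 5.85% of all genes that passed the filter. Their median log2 ratio was 0.73 in +NFD and 0.68 in +ND, both at percentile 100, and 93 of the 94 members were higher in +ND. The 3 comparisons share the +N library, so a low value in that library enters all of them. Collagen and matrix genes had a median log2 ratio of 0.13 in +NF, at percentile 63.7, with 27 of 47 members higher. Of the members 7, or 14.9%, were at least 2-fold higher, against 2.76% of all genes, and 2 were at least 2-fold lower. The median in +NF was -0.078, at percentile 0.08, when only genes with an FPKM of at least 5 were used, and 0.0 without a filter, at percentile 1.6. In +ND the matrix list was at 0.23, percentile 91.9. There 16.7% of members were at least 2-fold higher, against 5.88% of all genes, and 4 members were at least 2-fold lower. The paper's GO terms came from upregulated genes, to which the share of members at least 2-fold higher is closer than the median.

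**Figure D1:**
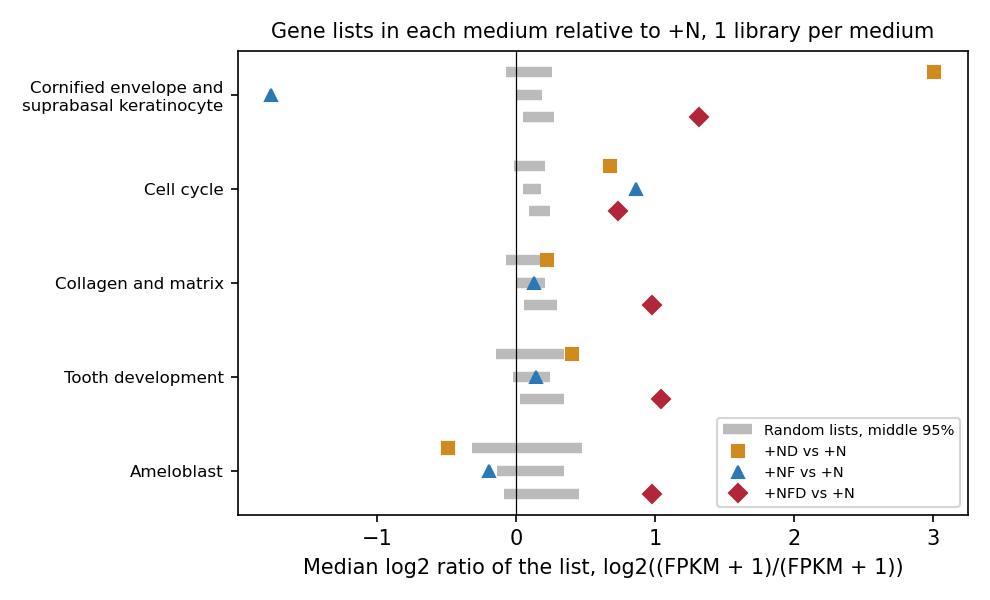
Median log2 ratio of 5 gene lists (horizontal axis) in +ND, +NF and +NFD relative to +N, 1 library per medium. Grey bars span the medians of random lists matched on expression level, without the lowest and highest 2.5%. The cornified envelope and suprabasal keratinocyte list lies at 3.01 in +ND and below 0 in +NF, and the tooth development list lies farthest from its grey bar in +NFD.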

There was some overlap of GO terms, such as skin development- or extracellular matrix-related terms, between +NFD and +ND or +NF-grown organoids; however, only organoids cultured in +NFD exhibited upregulation of genes associated with odontogenesis (Fig. 7a).

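In +NFD relative to +N, the cornified envelope and suprabasal keratinocyte list had a median log2 ratio of 1.32 with 32 of 48 members higher, and the collagen and matrix list had a median of 0.98 with 46 of 54 members higher. Of the 59 genes of the matrix list, 14 are also in the fibroblast list and 6 are labelled in Fig. 7d. Both medians were at percentile 100. Tooth development genes, a list of 46 genes of which 12 are also in the ameloblast list and 7 are labelled in Fig. 7d, had a median log2 ratio of 1.04 in +NFD, with 29 of 36 members higher and 19 of them at least 2-fold higher. In +NFD 4 members were at least 2-fold lower. In +ND the median of the tooth development list was 0.40 over 27 members, at percentile 99.3. Of these members 5 were at least 2-fold higher and 4 at least 2-fold lower. The median in +ND was 0.24, at percentile 80.8, over genes with an FPKM of at least 5, where 3 members were at least 2-fold higher and 4 at least 2-fold lower. Without a filter it was 0.043, at percentile 64.8. In +NF the median was 0.14 over 30 members, at percentile 68.0, with 6 at least 2-fold higher and 1 at least 2-fold lower. Over genes with an FPKM of at least 5, the median in +NF was -0.067, at percentile 1.56. Without a filter the median was 0.0025 in +NF, at percentile 10.9. In +NFD it was 0.60 over all 46 members without a filter, at percentile 100. Whether the difference between media exceeds the variation between cultures cannot be tested with 1 library each.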

**Fig. 7:**
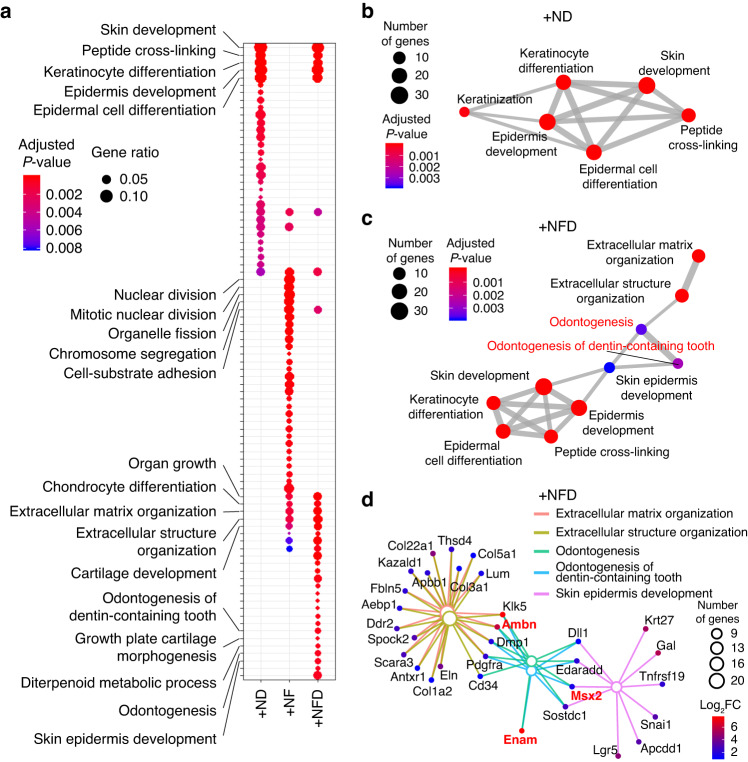
Functional analysis of genes differentially expressed in organoids grown at different media compositions. Analyses for organoids grown in +ND, +NF, and +NFD media were referenced to expression in +N media. **a** Dot plot visualizing gene ontology (GO) overrepresentation results for upregulated genes. Unique GO terms identified for each condition are labeled (a fully labeled plot is provided in Fig. S4a). The color and size of the dots indicate the *P*-value and gene ratio of each representative GO term, respectively. Enrichment maps of skin development-related GO terms for +ND (**b**) and +NFD (**c**) media. The color and size of the dots indicate the *P*-value and gene number of each representative GO term, respectively. The thickness of the solid lines linking the dots represents the number of genes shared between two GO terms. **d** A gene network of extracellular matrix-, odontogenesis-, and skin epidermis development-related GO terms (large dots) and related genes upregulated in the organoids cultured in the +NFD medium. The size of the open dots indicates the number of genes found in each term. Upregulated genes related to each term are visualized as closed dots. The color of the small dots represents the fold change in gene expression

We produced GO term network maps to visualize relationships between terms based on the number of genes they share^35^. Skin- and keratinization-related terms in +ND formed a closed network, which indicated functional redundancy among the terms (Fig. 7b). Interestingly, in organoids grown in +NFD medium, the closed network extended to include odontogenesis- and extracellular matrix organization-related terms (Fig. 7c). 

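Msx2, which encodes a homeobox transcription factor and lies on chromosome 13 of GRCm38 from 53466884 to 53473074, was at 10.3 FPKM in +N, 30.0 in +ND, 16.1 in +NF and 38.4 in +NFD. Edaradd, on chromosome 13 from 12471209 to 12520450, was at 0.589 FPKM in +N, 3.48 in +ND, 1.14 in +NF and 2.96 in +NFD. For both genes the values in the media with DBZ were above those in the media without it. Ambn, on chromosome 5 from 88455991 to 88468531, was at 0.340 FPKM in +N, 0.139 in +ND, 0.117 in +NF and 26.4 in +NFD. Enam, on the same chromosome from 88487975 to 88506049, was at 1.97 FPKM in +NFD and was listed at 0 in the other 3 libraries. With its longest transcript of 5483 nt, 3 fragments correspond to 0.02 FPKM in +N and 0.025 FPKM in +ND. Of the 31 genes labelled in Fig. 7d, 27 were above 0 in +N, and all 27 were at least 2-fold higher in +NFD, with log2 ratios from 1.01 for Fbln5 to 4.36 for Ambn. Fbln5, Lgr5 at 1.025 and Spock2 at 1.10 passed the 2-fold limit by less than the median of all genes, 0.18. Centring therefore puts these genes under the limit. Of all 31 genes, 29 were at least 2-fold higher in +NFD, 7 in +ND and 8 in +NF, where 2 were at least 2-fold lower. Krt27 and Gal, both at 0 in +N, did not reach the limit in +NFD, with log2 ratios of 0.48 and 0.59. The highest of the 4 values was in +NFD for 24 of the 31 genes, in +NF for 4 and in +ND for 3. These genes were picked in the paper from the same libraries, so their direction in +NFD is not independent of that choice.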

Genes related to ameloblast differentiation (ameloblastin, Ambn; ectodysplasin-A receptor-associated adapter protein, Edaradd; enamelin, Enam; and Msh homeobox 2, Msx2) were found in genes associated with the newly added terms in the network (Fig. 7d). In particular, the genes encoding proteins related to amelogenesis, such as amelogenin (Amelx), Ambn, Enam, Mmp20 and Tmem108, showed relatively high expression in organoids grown in +NFD medium (Fig. 7d and Fig. S9b).

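Amelx, on the X chromosome of GRCm38 from 169176114 to 169187200, had an FPKM of 323 in +NFD. It was at 0.269 in +N and 0.272 in +ND, where its longest transcript of 841 nt makes 3 fragments correspond to 0.13 and 0.163 FPKM, and in +NF it was under the 0.125 FPKM to which 3 fragments correspond. The log2 ratio of Amelx in +NFD relative to +N was 8.00, and it was 10.23 without a pseudocount. Amelx lies within Arhgap6, which is on the opposite strand and was between 0.118 FPKM in +NFD and 0.151 in +N. Mmp20, on chromosome 9 from 7628231 to 7674968, was at 0.194 FPKM in +NFD, or about 18.3 fragments by the smallest steps in that library, and was listed at 0 in the other 3. With 1 annotated transcript of 3287 nt, 3 fragments of Mmp20 correspond to 0.0334 FPKM in +N, 0.0418 in +ND and 0.0319 in +NF. Tmem108, on chromosome 9 from 103482947 to 103761837, was at 0.171 FPKM in +N, 0.111 in +ND, 0.207 in +NF and 1.24 in +NFD. Its log2 ratio in +NFD relative to +N was 0.94, and 2.31 with a pseudocount of 0.1, since all its values are near the pseudocount. Klk4, a protease gene of the maturation stage, was listed at 0 in +N, +NF and +NFD and at 0.0346 FPKM in +ND, less than 3 fragments. Odam was at 6221 FPKM in +N, 2824 in +ND, 5441 in +NF and 2602 in +NFD, and Amtn was at 7.01 in +N, 1.65 in +ND and 1.24 in +NF, and was lowest in +NFD.

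**Figure D2:**
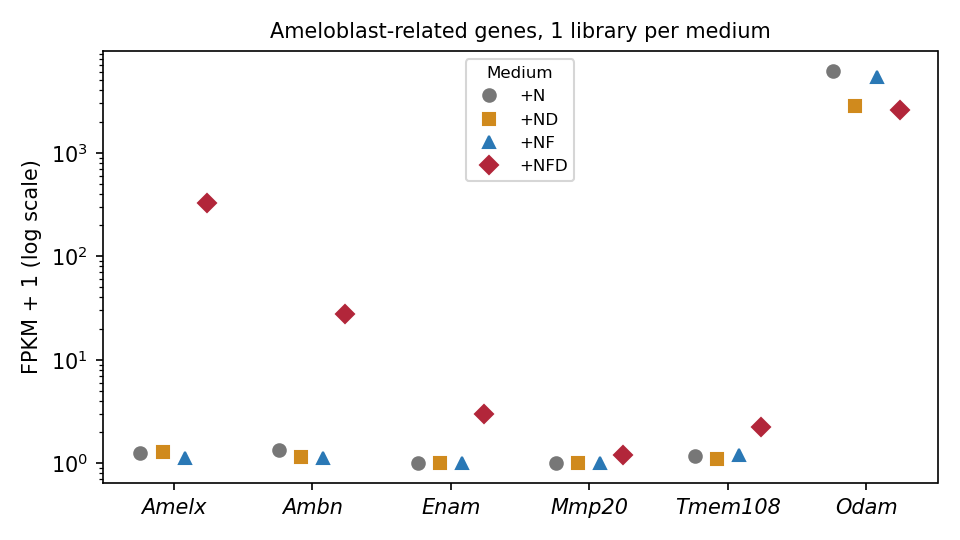
FPKM + 1 (vertical axis, log scale) of 6 ameloblast-related genes in organoids grown in +N, +ND, +NF and +NFD, each point 1 library. Amelx lies at 323 FPKM in +NFD and under 1 FPKM in the other media, and Odam lies at 2602 FPKM or above in all 4.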

To assess the similarity between organoids cultured in different media and the dental epithelium, we extracted gene sets for nine distinct cell types from a comprehensive single-cell RNA sequencing study^36^. GSEA revealed that pre-ameloblast, proximal ameloblast, and distal ameloblast gene sets were significantly enriched in the genes upregulated in +NFD but not in +ND or +NF media (Fig. S9c).

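The 9 gene sets of the single-cell study were not used here. A list of 20 ameloblast genes, written from general knowledge before the data were examined, had a median log2 ratio of 0.98 in +NFD relative to +N, at percentile 100, over the 14 members that passed the filter. Of the 20 genes, 12 are also in another list and 3 are labelled in Fig. 7d. Of these 14 members 9 were higher in +NFD, and 7 of them were at least 2-fold higher, including Amelx, Ambn, Msx2, Shh and Vwde, and also Enam, which is listed at 0 in +N. The other 5 were lower, among them Odam, Amtn and Wdr72. Shh rose from 0.0160 FPKM in +N to 8.74 in +NFD, and Vwde from 0.00549 to 4.50. In +ND the list had a median of -0.49 over 9 members, at percentile 0.5, and in +NF a median of -0.19 over 9 members, at percentile 1.08. Without a filter on low values the median in +NFD was 0.21, at percentile 94.6. In +ND it was 0.0 without a filter, at percentile 32.7, and -0.23 with a filter at an FPKM of 5, at percentile 5.91. These values were inside the range of random lists. From histology and its own gene expression results, the paper concludes that +NFD is the medium that best supports DEO growth while the character of dental epithelium is retained.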

Based on the combined evidence from histological examination and gene expression patterns, the +NFD medium best supports growth of DEOs from murine aDESCs without loss of their characteristics as the dental epithelium. However, organoids entered culture crisis around passage 5, similar to what was observed in other systems^18^. Therefore, we examined the effects of supplementing +NFD medium with A83-01, an inhibitor of Smad signaling; SB202190, a p38 MAPK inhibitor; and nicotinamide, an amide form of vitamin B3 that increased the number of passages of colon crypt organoids to over twenty^18^. While the organoids grew normally with A83-1 (Fig. S10a), organoid growth was suppressed with SB202190 (Fig. S10a). However, organoids grown with A83-1 and nicotinamide (+NFDNiA) expanded over 5 months and continued to grow actively after being passaged 11 times (Fig. S10b, c). Importantly, single cells isolated from organoids did not lose their organoid-forming capacity even after freezing, storing, and thawing (Figs. S10b–d). This greatly enhances the scope of the organoid culture method we developed herein.

### Generation of crystals and calcified tissues from organoids

The loss of basement membrane between dental epithelium and mesenchyme prior to enamel matrix secretion and the critical roles of the ECM in ameloblast differentiation have been reported^37^. With the loss of basement membrane, preameloblasts become post-mitotic and responsive to Shh signaling^38^. To examine the effect of ECM and Shh signaling, we isolated DEOs grown in Matrigel for 2 weeks in +NFDNiA and cultured them as suspended on ultra-low attachment plates with media additionally supplemented with smoothened agonist (SAG), an agonist of Shh signaling. After 2-week suspension culture, formation of crystals from the surface of organoids was observed (Fig. 8a, red arrows). Some crystals were shed into the culture media (Fig. 8a, blue arrows).

**Fig. 8:**
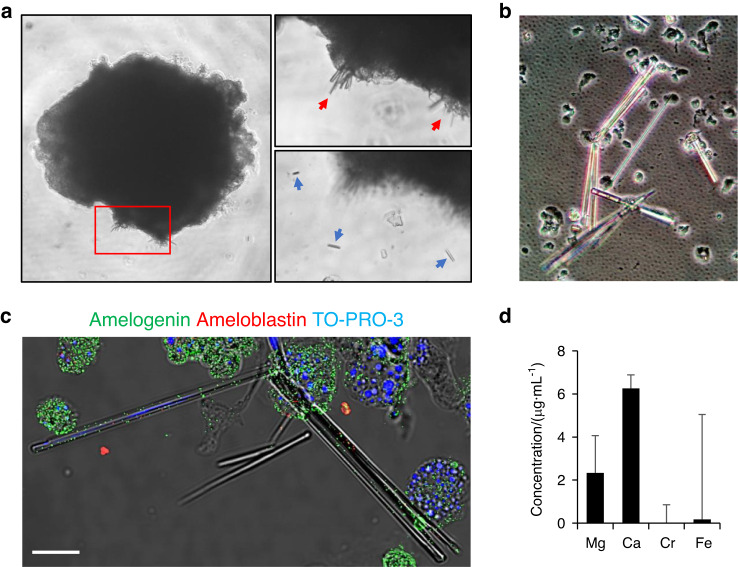
Suspension culture of DEOs. **a**–**d** DEOs grown in Matrigel for 2 weeks with +NFDNiA isolated from the gel and cultured in suspension with additionally supplemented with smoothened agonist (SAG). Bright-field image of a DEO (**a**, left panel) and magnified image of the area indicated by red lined box (**a**, right panels, red and blue arrows indicate crystals growing and being shed from the organoid, respectively). The shed crystals were collected and attached on slide glass for immunohistochemistry (**b** and **c**) or subjected into inductively coupled plasma (ICP) mass spectrometry for analysis of metal ion composition (**d**). Bright image of attached crystals (**b**). Confocal image of crystals costained for amelogenin (**c**, green) and ameloblastin (**c** red). Nucleus were counterstained with TO-PRO-3 (**c**, blue). Scale bar = 20 μm (**c**)

The enamel matrix proteins and their supramolecular structures are essential for control of the organization of apatite crystals in enamel^39^. Especially amelogenin, a most abundant protein in enamel matrix, forms self-assembled spherical structures which aligned with long axes of growing enamel crystallites^40^. To examine whether the enamel matrix proteins were incorporated in the crystals or not, we attached the shed crystals on silane-coated slide glass (Fig. 8b) and perform immunohistochemistry for amelogenin and ameloblastin (Fig. 8c). We observed dots of amelogenin were aligned along the long axes of the crystals (Fig. 8c, green). Rarely found compared with amelogenein, but the ameloblastin also detected on the crystals (Fig. 8c, red). Inductively coupled plasma (ICP) mass spectrometry revealed that calcium (Ca) and magnesium (Mg) were accumulated in the crystal structures (Fig. 8d).

Kidney transplantation is a useful method for validating the capacity of tissues to mineralize^41^. To examine amelogenic capacity, we transplanted organoids cultured in +NFDNiA medium under the kidney capsule of mice. Visual inspection of kidneys harvested 8 weeks after transplantation revealed the presence of whitish masses under the capsule (Fig. S11), suggesting the precipitation of a mineral. We found that the organoids transplanted under the kidney capsule generated a radiopaque object (Fig. 9a, b). The object was shown as an empty space surrounded by cells in decalcified section of kidneys (Fig. 9c, d). The enamel matrix proteins guiding mineral deposition during the early stage of amelogenesis are broken down by proteases and peptidases, and they are fully mineralized by mature ameloblasts^1^. In fully mineralized enamel, only ~1–3 percent of proteins remain, and the remaining enamel comprises minerals. As a result, only an empty space is found in the enamel space of the decalcified tooth^42^. The surrounding cells were cytokeratin 5 (K5)-positive (Fig. 9e, red), which confirms the epithelial origin of the cells. Amelogenin was only detected as a thin layer between empty space and surrounding cells or around the cells shed into the empty space (Fig. 9e, green).

**Fig. 9:**
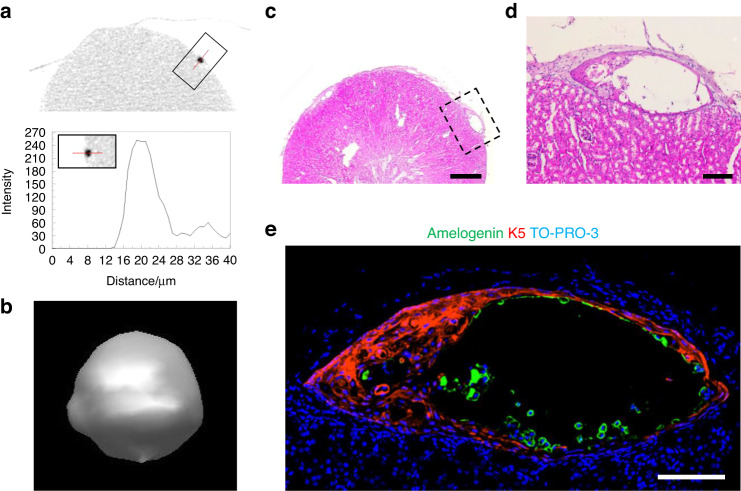
Radiological and histological analysis of DEOs transplanted into kidney. **a**–**e** DEOs were transplanted under kidney capsule and grew for 8 weeks. A cross section (**a**) and reconstructed (**b**) image of micro-computed tomography (micro-CT) of extracted kidney. H&E staining of paraffin sections of decalcified kidney (**c**, **d**). Confocal image of the sections costained for amelogenin (**e**, green) and cytokeratin 5 (K5, **e** red). Nucleus were counterstained with TO-PRO-3 (**e** blue). Scale bar = 500 μm (**c**), 100 μm (**d**, **e**)

Micro-computed tomography (μCT, 2 µm isotropic voxel pitch) confirmed the presence of radiopaque masses (Fig. 10a–f). Inspection of slices through the µCT reconstructions (Fig. 10d, f) revealed that the masses were roughly ellipsoidal in shape, where the longest axis reached 1.5 mm or more, and the shortest was typically on the order of 200–350 µm. Masses consisted of irregular aggregates of radiopaque particles. Some of the larger masses contained a shell with a higher density of particles and a core with a lower density.

**Fig. 10:**
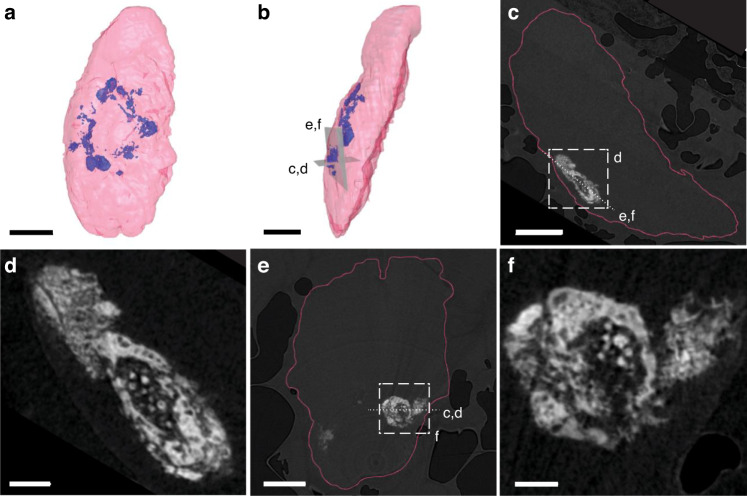
DEOs transplanted into the kidney capsule deposit hydroxylapatite crystals. **a**, **b** Alternate views of a 3D-rendering of the segmented µCT reconstruction of a kidney harvested 8 weeks after transplantation of DEOs cultured in +NFDNiA medium (blue: radiopaque mass; pink: soft tissue). Scale bar = 2 mm. **c** Virtual section oriented as shown in **b** and orthogonal to that shown in (**e**), in the direction indicated by the dotted line. Scale bar = 2 mm. **d** Close-up of the radiopaque mass shown indicated in (**c**). Scale bar = 0.5 mm. **e** Virtual section oriented as shown in **b**, and orthogonal to that shown in **c**, in the direction indicated by the dotted line. Scale bar = 2 mm. **f** Close-up of the mass shown in **e**. In **c**–**f**, the intensity of the gray scale image is proportional to the radio-density and the surface of the kidney is indicated (pink line). Scale bar = 0.5 mm

Elemental composition from energy dispersive X-ray spectroscopy (SEM-EDS) showed that masses excised from the kidney primarily contained calcium, phosphate, and oxygen (Fig. S12) and minor elements (Na, Mg) also found in murine enamel. Signals for elements consistent with proteins or residual organics from surrounding tissue (C, N, S) were also observed in the kidney deposit. A comparison of micro-Raman (µRaman) spectra of kidney deposit, murine dentin, murine enamel, and synthetic OHAp revealed characteristic bands corresponding to the vibrational modes (ν_1-4_) of phosphate in OHAp (Fig. 11a and Table S2), which are distinct from bands in other calcium phosphate minerals (Fig. S13). Vibrational bands corresponding to Amide I and III peaks in proteins were observed in murine dentin and the kidney deposit only (Fig. 11b and Table S2)^43^. Protein bands are commonly observed in dentin^44^, and the kidney deposit was not bleached to remove soft tissue prior to Raman experiments; thus, these peaks are expected. The presence of OHAp in the kidney deposit was confirmed by comparing radially averaged synchrotron X-ray microdiffraction (μXRD) patterns of kidney masses with murine enamel, dentin, and bone and a synthetic OHAp sample (Fig. 11c and, for an example of a 2D pattern, Fig. S14). Taken together, these results provide strong evidence that the radiopaque deposits in the kidney are composed of OHAp, likely interspersed with proteinaceous material. There are no indications that another mineral phase is present, even though the techniques used here may not be sensitive to minor constituents (<5–10 %), especially of poorly crystalline materials.

**Fig. 11:**
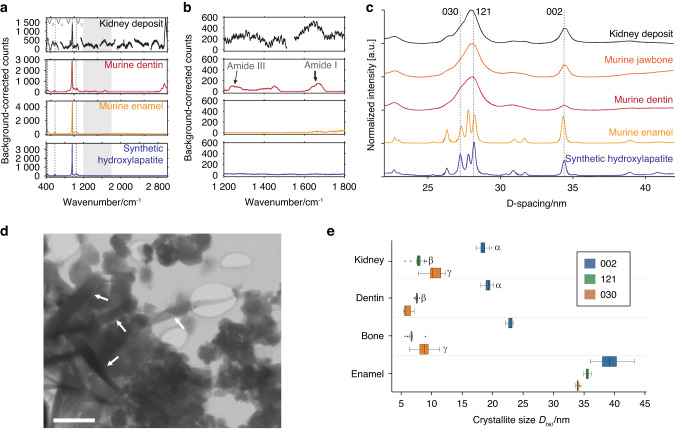
Analysis of material characteristics of deposited biomineral by kidney-transplanted DEOs. **a**–**c** Background-corrected μRaman spectra (**a**, **b**) and μXRD patterns (**c**) of radiopaque masses in the kidney (black), mature murine incisor enamel (yellow), mature murine dentin (red), murine jawbone (orange), and synthetic hydroxylapatite (OHAp, blue). In **a**, the ν_1_, ν_2_, ν_3_ and ν_4_ modes of the phosphate ion are indicated, and the region shown in **b** is highlighted in gray. In **b**, the regions corresponding to Amide I and Amide III bands of proteins are indicated. In **c**, peaks corresponding to the 030, 121, and 002 reflections are indicated. **d** STEM-in-SEM image of mineral aggregates isolated from masses in the kidney, using bright-field contrast. High aspect ratio crystallites are indicated by white arrows. Scale bar = 500 nm. **e** Box plot of the coherently scattering domain size *D*_*hkl*_ (“crystallite size”) normal to the 002, 121, and 030 planes for OHAp deposited in the kidney (*n* = 25 technical replicates), and in murine dentin (*n* = 25), jawbone (*n* = 21), and enamel (*n* = 25). *D*_*hkl*_ were determined by Scherrer analysis (see Fig. S11 and Table S3). Kruskal–Wallis tests were rejected for each direction (*P*-value < 0.05). For each box, the central vertical line indicates the median, and the left and right edges of the box indicate the first and third quartiles. The whiskers represent 1.5 times the interquartile range. Outliers beyond this range are shown as individual points (solid black circle). Except for the groups labeled by identical Greek letters, the means of all the groups were found to differ significantly (Dunn’s test with Bonferroni correction, *P*-value < 0.05)

We note that diffraction patterns of the mineral from the kidney deposits display significantly broadened peaks compared to those of synthetic OHAp or murine enamel and appear more similar to peaks in murine dentin or bone. While several factors can contribute to peak broadening, a likely cause is the physical size of the crystallites^45,46^. Specifically, the broader peaks in patterns of kidney mineral deposits suggest that the crystallites are smaller than those in murine enamel (Fig. 11d, e).

As a lower bound of the physical crystallite size, we extracted the coherently scattering domain size (“crystallite size,” *D*_*hkl*_) normal to the 121, 030, and 002 planes of OHAp in kidney deposits and murine bone, dentin, and enamel using Scherrer analysis of peak widths extracted from diffraction patterns by fitting (Fig. S15 and Tables S3, 4)^47^. Kruskal–Wallis tests indicated that for each of the three directions, the size distributions determined for the four sample types were not identical (Table S5). Inspection of the distributions revealed that, in the kidney deposits and OHAp in murine dentin, bone, and enamel, the mean size in the *c*-axis direction (*D*_002_) was elevated compared to the orthogonal directions (*D*_030_) by a factor of up to approximately three (Fig. 11e), likely reflecting a preference for OHAp crystal growth in the *c*-axis direction. However, the size distributions in the kidney deposits are more like those in dentin than those in enamel (Table S6 for *P*-values for pairwise comparisons using Dunn’s test with Bonferroni correction for multiple comparisons). Specifically, the distributions of *D*_002_ in the kidney and dentin were statistically indistinguishable (Tables S5 and 6S6), as were those for *D*_121_ in the kidney and dentin.

Confirming this assessment, analysis of bleached kidney mineral deposits by electron microscopy revealed numerous irregular aggregates of mineral particles 10 s to 100 s of nm in diameter (Fig. 11d). This is consistent with isolates from bone and dentin in which individual crystallites are typically platelet-shaped (c.a. 50 nm × 25 nm × 4 nm)^48^. However, we also observed acicular structures up to 2 or even 3 µm in length and aspect ratios of 5–10, at lower frequency (Fig. 11d and Fig. S16). These crystallites are highly elongated along the crystallographic *c*-axis with cross-sections approximately 30 nm × 70 nm in size are typically observed in human dental enamel^49^. While it is tempting to conclude that at least some crystallites produced by organoids transplanted in the kidney capsule may thus grow under conditions that resemble amelogenesis, we found these acicular deposits highly sensitive to the beam and have so far been unable to record electron diffraction patterns or lattice images. Whether they are comprised of OHAp, and are indeed elongated along the *c*-axis, thus remains to be seen. However, we are confident in our assessment that the vast majority of the kidney deposits are comprised of nano-crystalline OHAp.

## Discussion

In this study, we report that activation of Fgf signaling and suppression of Notch signaling are required to generate DEOs expressing ameloblast markers. The requirement of FGF10 is expected, because failure of cervical loop development was observed in Fgf10-null mice incisor, and treatment with the recombinant FGF10 protein rescued the cervical loop from apoptosis^15^. In another paper, Harada et al. showed that Fgf10 stimulates the division of progenitor cells^16^, which coincides with our observations in organoids (Fig. 4a, Gene ontology terms like nuclear division [GO:0000280], organelle fission [GO:0048285], and chromosome segregation [GO:0007059] are enriched in FGF10-supplemented conditions). However, the experiments using dental epithelial cells and mice revealed that the activation of the Notch pathway is required for ameloblast differentiation^50–52^.

We suggest that, however, consideration for the experimental context is required in this case. The DESCs isolated from apical buds of mouse incisor successfully generated organoids in initial media condition (+NJ), but the organoids showed stratified epithelial structures with the histological structure of epidermis, not dental epithelium. We found that Jagged1 promotes expression of keratinocyte differentiation-related gene. However, stratified epithelial structures still existed in organoids grown in Jagged1-depleted medium (+N). This indicates that the DESCs of incisor are pluripotent stem cells closer to surface ectoderm stem cells or oral epithelial stem cells, rather than dental tissue specific stem cells or progenitors in hierarchical model for ectodermal organ stem cells^53^. The enamel-to-hair lineage conversion observed in Med1-deficient mice also provides evidence for multipotency of DESCs in incisor^54^. In addition, in vitro culture condition forces the DESCs to skin, rather than dental tissue.

During embryonic epidermis development, BMP and Notch pathway activation induce stratified epidermis. Meanwhile, activation of Wnt signaling with Fgf and inhibitor of BMP from underlying mesenchyme instruct the epithelial cells to make appendages^55^. RNA-seq analysis confirmed that Krt expression increased and decreased according to Jagged1 and DBZ treatment, respectively. Moreover, Fgf10 treatment with DBZ completely suppressed Krt expression. 

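In +NFD, 21 of the 51 keratin genes in the table had an FPKM of at least 1, against 19 in +N, 20 in +ND and 18 in +NF. The FPKM summed over keratin genes was 17230 in +NFD, 28665 in +N, 19857 in +ND and 19734 in +NF. Krt5 and Krt14, the keratins of basal cells, made up 71.2% of this sum in +NFD and 67.1% in +N. Krt14 was at 12652 FPKM in +N, 5530 in +ND and 6090 in +NFD, and Krt5, inside which a short RNA, Gm44323, is annotated on the opposite strand, was at 6582, 4984 and 6177 in the same order. Krt6a fell from 3943 FPKM in +N to 1584 in +NFD. Krt17 was at 954 FPKM in +N, 1822 in +ND and 1358 in +NFD.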

Taken together, in vitro culture condition of DESCs forces the cells to lose their identity and become skin-like structures, and Fgf10 and DBZ treatment keep the identity by preventing keratinocyte differentiation rather than promoting ameloblast differentiation.

We were interested to determine if we could recapitulate in vivo histological structures in the organoids. Li et al. described that E-cadherin-positive suprabasal cells are required for the invagination of epithelium into mesenchyme^10^. Mechanical cell-cell coupling via E-cadherin junction provides centripetal force to make the bud structure^27^. We could observe E-cadherin-positive suprabasal cell layers in the buds of Fgf10-treated organoids, which showed a similar morphological pattern with the early dental epithelial bud of E12.5 mouse embryo. However, we didn’t observe the typical morphology of fully differentiated ameloblasts in our organoids, even though we found biomineral disposition by kidney-transplanted organoids. The loss of histological structures is possibly due to the absence of appropriate mesenchyme, i.e., dental mesenchyme. We tried to recombine our epithelial organoids with a spheroid of various dental mesenchymal cells or dental mesenchyme from mouse embryo development stages (at the bud, cap, and bell stage). Still, we couldn’t observe interactions between the epithelial organoids and the mesenchyme tissue, likely due to the mismatches of developmental time schedules between artificial organoids and embryonic dental mesenchymal tissue. Finding the most appropriate mesenchyme counterpart will be an important topic for future study.

In previous studies, dental epithelial cell-derived organoids showed expression of various marker genes of ameloblast from early markers like E-cadherin, β-catenin, integrin β4, P63, Sox2 and Krt14^4,5^ to late markers such as ODAM, Enamelin, Amelogenin and Ameloblastin^6–9^. Expression of these markers were observed in the DEOs of this study and of note, the enamel matrix proteins were found in the secreted materials from suspension-cultured and kidney-transplanted organoids. Furthermore, the DEOs expressed the late ameloblast markers and generated calcified biomaterials without the aid of mesenchyme in a defined culture condition.

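In the RNA-seq libraries, Cdh1, which encodes E-cadherin, was at 163 FPKM in +N, 68.0 in +ND, 120 in +NF and 74.7 in +NFD. Ctnnb1, which encodes β-catenin, was between 245 FPKM in +ND and 336 in +N. Itgb4 was lowest in +N, and was at 234 FPKM in +ND, 402 in +NF and 581 in +NFD. Trp63, which encodes P63, was at 88.5 FPKM in +N, 166 in +ND, 100.4 in +NF and 124 in +NFD, and Sox2 was at 14.2, 12.3, 8.21 and 5.83 in the same order. These early markers were above 5 FPKM in all 4 media. Of the late markers, Enamelin, Amelogenin and Ameloblastin transcripts exceeded 1 FPKM in +NFD alone of the 4 media, and Odam was far above 1 FPKM in all 4 and lowest in +NFD.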

In conclusion, we have established a long-term DEO culture system using aDESCs isolated from the apical bud of mouse incisor. Single cells derived from DEOs retain their organoid-forming capacity, even after freezing, storing, and thawing. In a kidney transplantation model, DEOs expressed Amelx and precipitated significant amounts of OHAp in the extracellular space. While most OHAp crystallites were more similar to crystallites found in bone or dentin compared with those in enamel, some acicular deposits with a high aspect ratio and larger overall size reminiscent of crystallites in enamel were also present. We anticipate that this approach will serve as a model for early amelogenesis and may ultimately enable the growth of fully mineralized enamel.

## Materials and methods

### Single-cell isolation from tissue and organoids for subculture and storage

Dental epithelial tissue of apical mouse incisor buds was extracted from 9-week-old female C57BL/6J mouse as previously described^56^. Collected epithelial tissues were immersed in dissociation solution (a 1:1:1 mixture of TrypLE, 2.2 U·mL^–1^ Dispase II, and 1 mg·mL^–1^ collagenase IV) and placed on ice. Using a Pasteur pipette drawn into a capillary as previously described^57^, tissues were triturated by repeatedly aspirating and expelling the solution and incubated at 37 °C water bath for 30 min. Then equal volumes of chilled basal media (DMEM/F12 containing 2% [v/v] B27, 1% [v/v] N2, and 1% [v/v] penicillin–streptomycin) were added to the solution. The solution was passed through a 40-μm cell strainer and centrifuged at 400 × *g* for 5 min. The supernatant was discarded, and the pellet was suspended in pre-melted Matrigel. The 20 μL of Matrigel containing 5 × 10^3^ cells was seeded per a well of pre-warmed 24-well culture plates and solidified in 37 °C incubator for 10 min before media overlay. All media were supplemented with 1 mmol·L^−1^ *N*-acetylcysteine, 10 μmol·L^−1^ Y27632, 50% (v/v) Wnt3a-conditioned media (CM), 5% (v/v) R-spondin1-CM, and 100 μg·mL^−1^ EGF (minimal medium). Some media were supplemented with one or more of the following: 200 μg·mL^−1^ Noggin (N), 100 μg·mL^−1^ FGF10 (F), 10 mmol·L^−1^ DBZ (D), 0.5 μmol·L^−1^ A83-01 (A), and/or 10 mmol·L^−1^ nicotinamide (Ni). Subculture was performed every 14 days. For subculture, Matrigel was disrupted by pipetting with chilled basal media and organoids were pelleted at 200 × *g* for 5 min. The pellet was resuspended and triturated in pre-warmed TrypLE by pipetting through a pipette as described before. The suspended pieces of organoids were incubated in the dissociation solution at 37 °C for 10 min. The dissociated cells were filtered and embedded into Matrigel in same manner as described above. For long-term storage, the dissociated single cells were frozen and thawed as previously described^57^.

### Kidney transplantation of organoids

Organoids grown in +NFDNiA medium for 14 days were released from Matrigel as described above. Culture was continued in suspension with +NFDNiA medium on a 24-well ultra-low attachment plate (Cell Floater Plates, SPL) for 4 weeks. Organoids with a diameter of 700–800 μm diameter were transplanted under the renal capsules of athymic nude mice (Koat:Athymic NCr-nu/nu, Koatech, Seoul, Korea). Surgery was performed as described previously^41^, using carbon dioxide anesthesia. Six organoids per kidney were transplanted and harvested after 8 weeks. All animal experiments were performed according to the guidelines of the Yonsei University Health System, Intramural Animal Care and Use Committee (YUHS-IACUC). YUHS-IACUC complies with the Guide for the care and use of laboratory animals (National Research Council, USA). The animal study plan was reviewed and approved by this committee (2018-0295).

### Histological and immunohistological analysis

For paraffin sectioning, organoids in their Matrigel matrix were fixed in 4% at room temperature (RT) for 1 h, then cast into Histogel (Thermo Scientific) as per the manufacturer’s instructions. Histogel blocks were fixed in 10% neutral buffered formalin solution overnight. Harvested kidneys were fixed in 4% paraformaldehyde overnight at 4 °C. Fixed kidneys were then immersed in 15 ml 10% EDTA for a month at 4 °C for decalcification. The EDTA solution was changed every week. Kidneys were then embedded in paraffin and sectioned to 4 μm thickness. After deparaffinization, sections were stained using hematoxylin and eosin for histological analysis or subjected to antigen retrieval in citrate buffer pH 6.0 at 121 °C for 15 min for immunohistological analysis. After cooling to RT, sections were treated with blocking solution (1% BSA and 1% goat serum in PBS) and incubated with primary antibodies (see REAGENT or RESOURCE table in Materials section) at 4 °C overnight. Sections were washed and incubated with secondary antibodies (see REAGENT or RESOURCE table in Materials section) and counterstained with TO-PRO-3 (Thermo Scientific). Sections were mounted using PermaFluor (Thermo Scientific) and images were taken on an LSM 700 confocal microscope system (Zeiss).

### Whole-mount staining

Whole-mount staining of organoids was performed as previously described^57^. Images were taken on an MP7 multiphoton microscope system (Zeiss).

### RNA-Seq

A library was constructed using TruSeq RNA Library Prep Kit (Illumina) from total RNA and sequenced on an Illumina HiSeq 2000 sequencer. Reads qualified and pre-processed using FastQC (v0.11.9) and Trim Galore (v0.6.5) were aligned on a reference genome (GRCm38) using TopHat (v2.1.1). Abundance of transcripts was estimated from aligned reads using Cufflinks (v2.2.1). Differentially expressed genes (DEGs) were identified using DEGseq (v1.13.1). GO analysis and GSEA were performed using clusterProfiler (v3.15.1). For enrichment analysis of dental epithelial cell markers, pre-ranked GSEA was performed using gene sets established based on the markers suggested in a comprehensive single-cell RNA sequencing study on the epithelium of adult mouse incisor^36^. Top 100 markers by enrichment score of each cell type were used to compose the gene sets. Data analysis and visualization was performed using R (v3.6), RStudio (v 1.2.5033-1), and Bioconductor (v3.9).

### Size and bud number quantification of dental epithelial organoids

For each Matrigel containing organoids, a series of 6.7 mm × 6.7 mm 50 bright-field images were taken at 100 μm steps in the z-axis direction, using a CQ1 confocal quantitative image cytometer (YOKOGAWA, Japan), and merged into a maximum intensity projection image. Further image processing and measurement of the cross-sectional area of all organoids within the field of view were performed using FIJI^58^. The images were converted into 8-bit black and white images and then the area of particles larger than 50 μm^2^ with circularity between 0.5 and 1 was recorded. To count bud numbers, bright filed images of organoids were collected and number of buds in each organoid was counted (*n* = 50). The distributions of the cross-sectional area were visualized as violin plots using the ggplot2 package in RStudio.

### Statistical analysis

For the comparison of the fraction of hollow spheroids in total number of spheroids grown observed in different growth media, an unpaired, two-tailed Student’s *t* test was used to calculate the *P*-value. Error bars are presented as mean ± standard deviation unless otherwise specified. For DEG analysis, GO analysis, and GSEA, implemented statistical methods in DEGseq and clusterProfiler were used and significance was assessed using *P*-values adjusted using the Benjamini and Hochberg method.

### Sample preparation for mineral analysis

Whole kidneys were stored in 70 % aqueous ethanol at 4 °C until dissection. Mineral aggregates (~1 mm diameter) were excised with a #10 scalpel blade and placed on carbon tape for micro-Raman (μRaman) spectroscopy and scanning electron microscopy energy dispersive spectroscopy (SEM-EDS). The mineral was removed from the tape and fixed between two pieces of Kapton tape for microbeam diffraction (μXRD) mapping.

For STEM-in-SEM imaging, the mineral was bleached with two drops (~50 μL) of 8.25% hypochlorite for 5 minutes at RT, at which time the solution stopped foaming. The sample was then sonicated for 5 minutes in room temperature tap water and sedimented by centrifugation (9 400 × *g* for 2 min). The supernatant was removed, and the pellet was resuspended in 100% ethanol (100 μL). One 50 µL aliquot of this suspension was bleached two additional times. The triply bleached pellet was resuspended in 100 μL of 100% ethanol by briefly vortexing the solution. Lacey carbon grids were treated in a Pelco easiGlow plasma cleaner (Ted Pella, Redding, CA) at 0.39 mbar for 15–30 s. Immediately following, 10 μL of the mineral suspension was drop cast onto the grids and allowed to dry in air. Grids were stored in a dry box at room temperature before being imaged.

Murine dental tissues were collected from wild-type mice at least eight weeks old following intracardial perfusion fixation with phosphate-buffered saline (PBS, approx. 10 mL) followed by 4% (w/v) PFA in PBS (approx. 10 mL). A #10 scalpel blade was used to remove soft tissue, and the hard tissues were dehydrated in an ethanol series at room temperature (30%, 50%, 70%, 90%, 100% aqueous ethanol). For μRaman and SEM-EDS, incisors were extracted, embedded in epoxy resin, and left to cure overnight at RT. Longitudinal (approximately sagittal) sections were ground with increasingly smaller grit size (SiC paper, 600–1 200 grit) and polished using water-based polycrystalline diamond suspensions (3 µm, 1 μm).

For μXRD, hemimandibles were infiltrated with a series of solutions of LR White acrylic resin in ethanol (33%, 50%, 100% LR white). Hemimandibles were placed in 1 mL of each solution and left on a rotator overnight at RT before moving to the next solution. Finally, the hemimandibles were cured in LR white in gelatin capsules at 55° C overnight. Samples were cut using an Isomet (Buehler) equipped with a diamond wafering blade (Allied High Tech Product, Inc.), thinned to < 50 μm with carbon grit paper (600, 1 000 grit), and affixed to Kapton tape for μXRD.

### Optical imaging of kidneys

Optical micrographs of whole kidneys before excision of the mineral were collected with a Wild Heerbrugg M3Z microscope (Leica) equipped with a Nikon Digital Sight DS-Fi2 camera.

### Micro-computed tomography (μCT)

Whole kidneys were held in place in 2 mL centrifuge tubes with polystyrene packing peanuts and covered with 70% ethanol for μCT scanning with a Scanco (Brüttisellen, Switzerland) μCT 50 cabinet μCT scanner. Radiographs were collected at 45 kVp with a 0.1 mm Al filter. A total of 1 000 projections were collected 0° ~ 180° for a total scan time of 8 hours per sample. No frame averaging was used, and a ring artifact suppression routine with level 8 was selected in the Scanco software. Reconstructions were performed using a cone-beam convolution-backprojection in the Scanco software with an isotropic voxel size of 2 μm. Data were exported as 16-bit DICOM images, which were converted into 8-bit TIF stacks in ImageJ^58^ for further analysis.

Datasets were then analyzed using Dragonfly software. First, the data were spatially downsampled in all directions by a factor of 6 using linear interpolation (12 μm voxels). Five total datasets were registered together to reconstruct the whole kidney volume. A neural network with u-net architecture^59^ was trained in Dragonfly to differentiate calcified material, kidney tissue, and background (e.g. Eppendorf tube, air, and ethanol), using 11 hand-segmented slices spanning the length of the whole kidney. These 11 slices were divided into smaller images measuring 32 pixels × 32 pixels, and 20% was removed randomly from training to use for network validation. Training images were augmented 3 times to create a larger training pool using vertical and horizontal mirror operations and random rotations up to 180°. The network was trained using Adadelta, an extension of stochastic gradient descent^60^, with a starting learning rate of 1.0. One epoch of training encompassed passing all training images through the network in batches of 32 followed by an evaluation of network performance using the reserved validation images (validation loss). The network was trained for 50 epochs, and the learning rate was reduced by a factor of 10 if there were no improvements in the validation loss after 10 consecutive epochs. To avoid overfitting, the network was only saved at the end of an epoch if the validation loss improved.

The trained network was used to segment the kidney volume. The segmented kidney volume was corrected by hand, and pixels classified as mineral that did not border the labeled kidney volume were removed using an island filter implemented in Dragonfly. A mesh of the kidney was generated using a smoothing parameter of 4 to visualize the surface.

### Micro-Raman spectroscopy (µRaman)

Unbleached kidney mineral aggregates and a section of mature murine incisor enamel were compared to synthetic hydroxylapatite by μRaman spectroscopy using a fiber-optically coupled Raman microprobe (Horiba LabRam Confocal Raman). A 50× NIR-LWD objective was used to focus a 532 nm laser operating at 8 mW for the kidney sample and at 5.48 mW for all other samples. A transmission grating (1 800 gratings per mm) split the collected signal before delivering it to a CCD detector (HORIBA Jobin-Yvon, Kyoto, Japan). Spectra were collected from 400 to 3 000 cm^−1^ with a spectral resolution of 1 cm^−1^. Spectral acquisition time was 2× 15 s–3× 15 s per spectral window, for a total of approximately 4.5 minutes for each location sampled. Inspection of the sample surface did not reveal indications for radiation damage. Data were recorded as LabSpec 6 spectra and video files and converted to CSV and TIF files using LabSpec 6 software. Using Matlab, quadratic backgrounds were subtracted from all spectra using a background estimation code^61^ with a threshold of 0.05 and an asymmetric quadratic cost function. For the kidney, background was subtracted from each spectral window separately. Data were then normalized to the maximum intensity of the spectrum, and a moving average with a sliding window of 10 points was calculated. Peaks were identified using peak picking as implemented in the Matlab function findpeaks^@^, using a minimum prominence parameter of 100. For a comparison with geological samples of calcium phosphate minerals, spectra from the RRUFF online database^62^ were used (fluorapatite, R040098; collinsite, R060140; hydroxylapatite, R050512; monetite, R070259; isokite, R070526; brushite, R070554; whitlockite, R070675).

### Scanning electron microscopy with energy dispersive spectroscopy (SEM-EDS)

SEM-EDS was performed using a JEOL JSM-7900F Schottky Field Emission microscope (JEOL, Ltd., Tokyo, Japan). Uncoated samples were affixed to aluminum SEM stubs using carbon tape. Samples were analyzed in low vacuum mode at 30 Pa (N_2_) with an accelerating voltage of 15 kV, emission current of ~60 μA, and working distance of 10 mm. An Oxford Ultimax 65 EDS detector (Oxford Instruments, Abingdon, UK) was used with Aztec software (Oxford Instruments) to collect EDS point spectra using 1 024 or 2 048 channels in a 20 keV detection range with pulse pile-up correction enabled. Data collection proceeded until at least 500 000 counts had been recorded at each position on the sample. Data were exported as text files using Aztec software and plotted in Matlab. Emission lines for elements of interest were extracted from Thompson and Vaughan, 2001^63^.

### Synchrotron X-ray microdiffraction (µXRD)

µXRD was performed at beamline 34ID-E of the Advanced Photon Source (APS) at Argonne National Laboratory (Lemont, IL). Monochromatic X-rays (17.0 keV or 20.0 keV) were focused with Kirkpatrick–Baez mirrors down to a beam size of 250 × 280 nm^2^ (HxV), and 2D diffraction patterns were collected in transmission geometry using MAR165 area detector. The sample was attached to a stainless-steel holder with Kapton tape and mounted on a XYZ-translational stage at the beamline. The sample holder was positioned in the focal plane of the X-ray beam such that the normal to the sample surface was rotated about the positional X-axis (storage ring inboard-outboard axis) -45° relative to the incident beam (Z-direction). Twenty five diffraction patterns from one mineral deposit in one kidney were recorded, sampling on a square grid with a pitch of 5 µm in the X- and Y-direction, integrating over 10 s or 20 s per pattern. Reference patterns were collected from a wild-type mature murine incisor and surrounding jawbone in 1 μm steps (25 patterns each for enamel and dentin, 21 patterns for bone). Calibration patterns were collected for powdered ceria and synthetic hydroxyapatite.

An Initial geometry (beam center coordinates, sample-to-detector distance, detector tilt and rotation) was refined for the ceria standard using Fit2D^64^. Additional refinements to the beam center on this pattern were performed using custom code in Matlab^47,65^. Radial 1D profiles for kidney, bone, dentin, and enamel were calculated in Fit2D using the refined geometry parameters and exported as chiplot files. For full 1D radial plots, a quadratic background was subtracted using background correction code in Matlab with a sensitivity of 0.01 and an asymmetric truncated quadratic cost function. *d*-spacings for the 002, 121, and 030 peaks were extracted for hydroxylapatite, PDF card 00-064-0738^66^ and overlaid with the data.

For individual peak fitting for Scherrer analysis, the LIPRAS graphical user interface in Matlab was used to obtain a linear background estimate around the 002, 121, 112, 030, and 022 reflections. These peaks were fitted, after subtraction of the linear background, using Pseudo-Voigt models^67^. The 002 peak was fit separately from the 121, 112, 030, and 022 reflections, which were fit simultaneously. The position (*θ*_*hkl*_) and full width at half-maximum intensity (FWHM, *B*_*hkl*_) were extracted.

Instrumental contributions to peak broadening due to focused beam divergence were determined using a Si single crystal. The resulting 2D diffraction pattern was converted to a 1D radial profile in Fit2D and fit using custom Matlab code^47,65^. The FWHM of the Si standard (*B*_*I*_ = 0.066˚) was taken as the instrumental broadening and subtracted to determine the corrected broadening:

1 $${B}_{{\rm{corr}}}=\sqrt{{{B}_{{\rm{hkl}}}}^{2}-{{B}_{{\rm{I}}}}^{2}}$$

Contributions to peak broadening due to microstrain were neglected. The crystallite size was then calculated from the corrected broadening of the 002, 121, and 030 reflection peaks using the Scherrer equation^45,46^.

2 $${D}_{{hkl}}=K\frac{\lambda }{{B}_{{\rm{corr}}}\cos {\theta }_{{\rm{hkl}}}}$$

where *D*_*hkl*_ is the coherent domain length perpendicular to the hkl planes (e.g. *D*_002_), *K* is the crystallite shape factor (*K* = 1), and λ is the X-ray wavelength used (λ = 0.729 3 Å).

Statistical tests were performed in Python, using kruskal() from the scipy package (v 1.2.1)^68^, and posthoc_dunn() from the scikit_posthocs package (v0.6.7)^69^.

### STEM-in-SEM Imaging

Bright-field STEM-in-SEM imaging was carried out using a JEOL JSM-7900F Schottky Field Emission SEM equipped with a STEM-converter sample holder, using an accelerating voltage of 20 kV, probe size 8, emission current of 61.4 pA, and a working distance of 4.88 mm. Secondary electron signal reflected from the holder’s gold mirror were collected using the lower electron detector.

### Supplementary information

Supplemental material

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The accession number for the bulk RNA-Seq data reported in this paper is GEO: GSE220686.

# Supplementary material for: Adult dental epithelial stem cell-derived organoids deposit hydroxylapatite biomineral
**Source:** Int J Oral Sci. 2023 Dec 7;15:55. doi: 10.1038/s41368-023-00257-w
**Supplement:** Supplementary file 1 — Supplemental material

**Adult Dental Epithelial Stem Cell-Derived Organoids Deposit Hydroxylapatite Biomineral**

Hyun-Yi Kim, Victoria Cooley, Eun-Jung Kim, Shujin Li, Jong-Min Lee, Dina Sheyfer, Wenjun Liu, Ophir D. Klein, Derk Joester and Han-Sung Jung

**Supplementary Figure and Figure Legends**

**
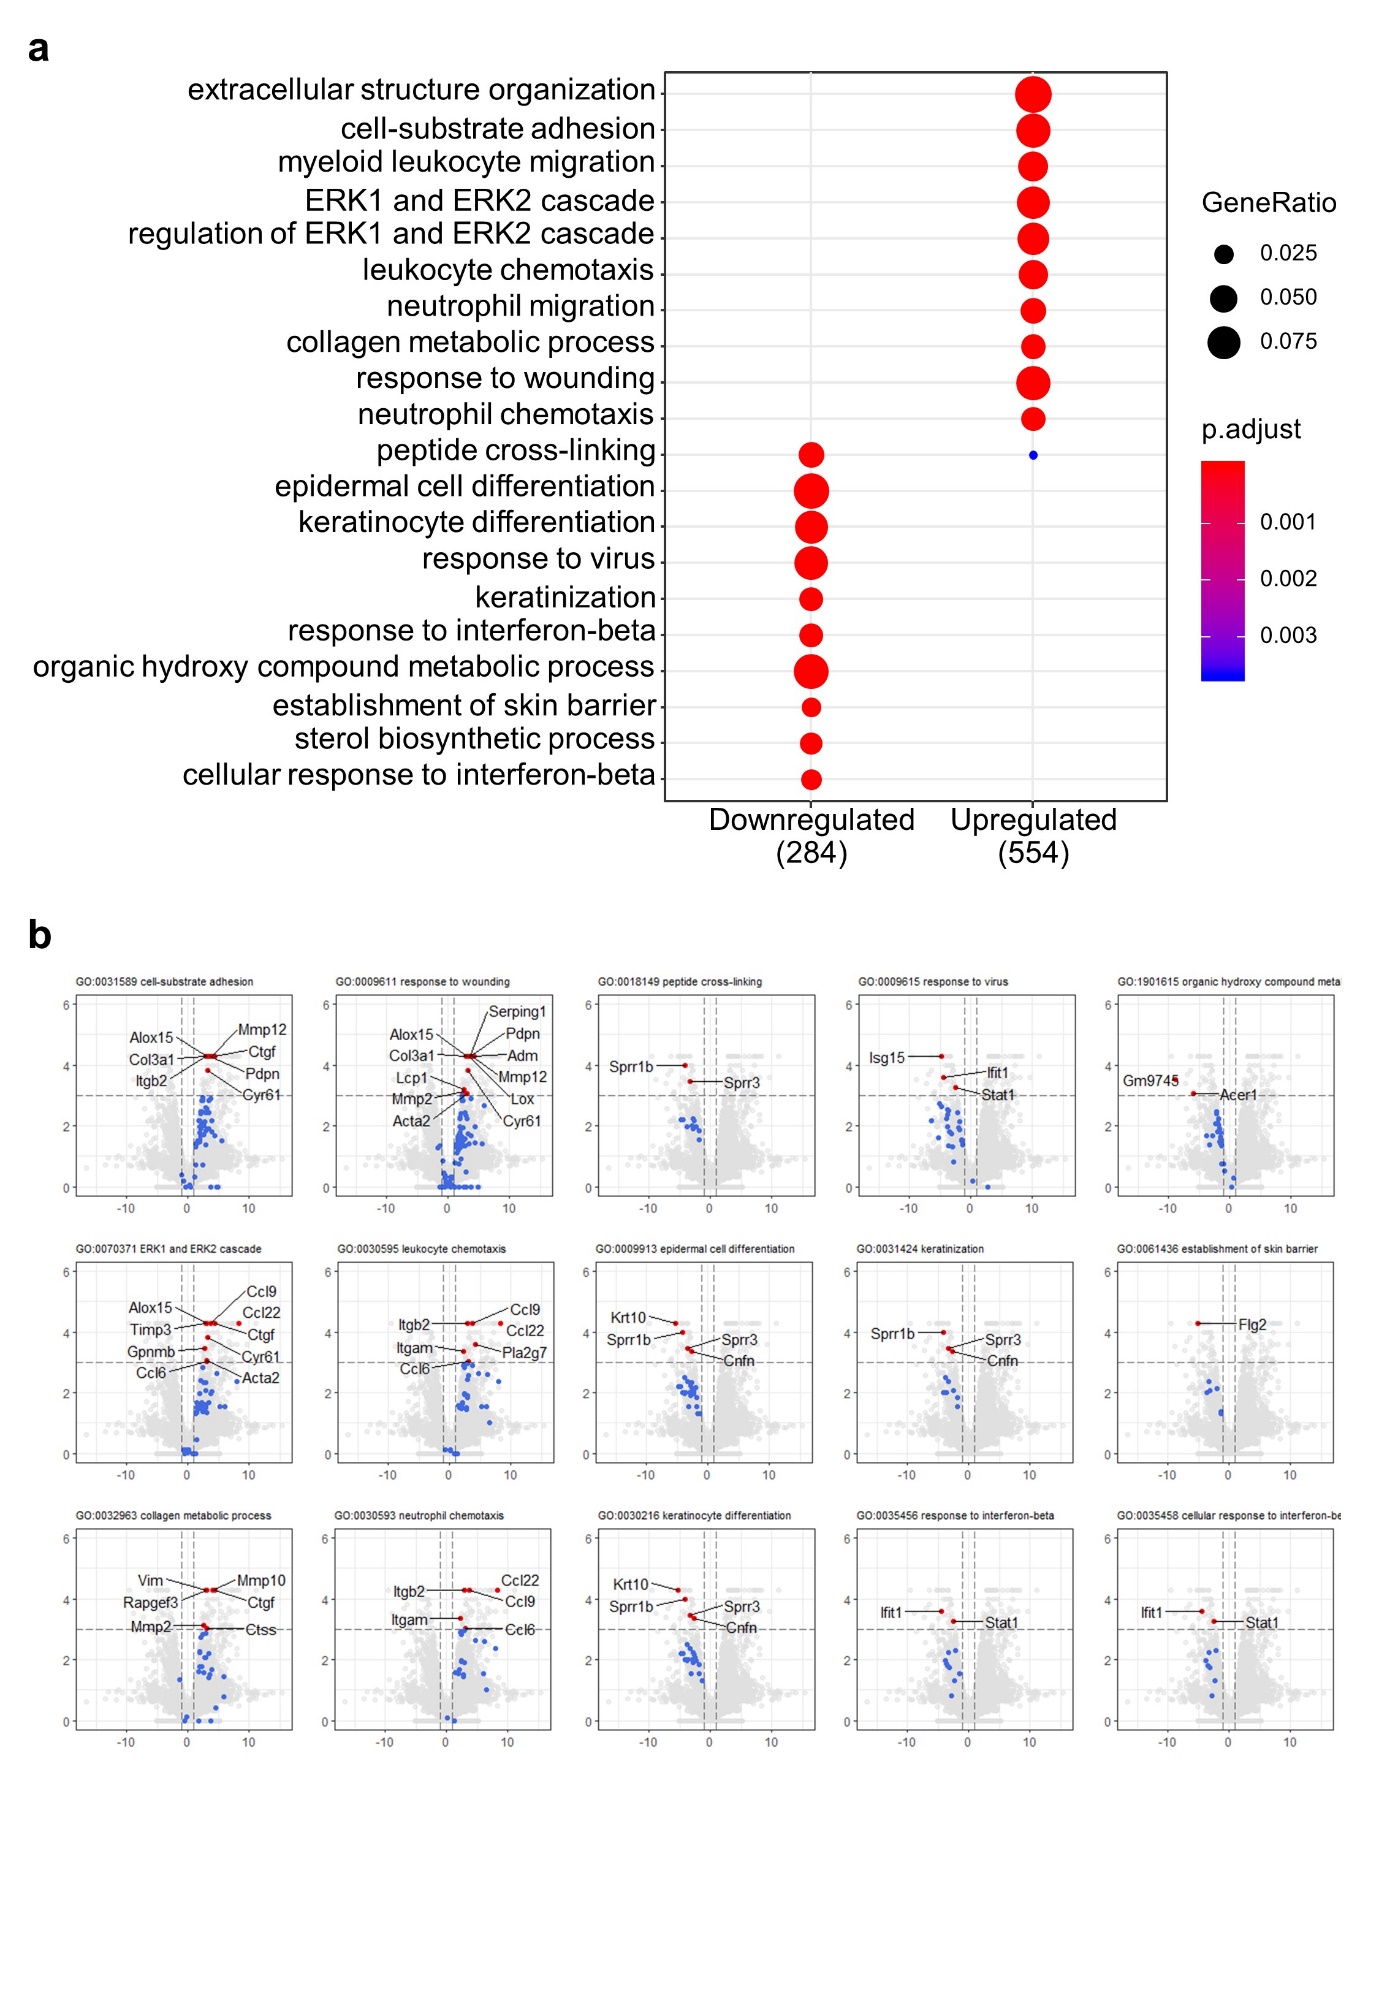
**

**Fig. S1** Comparison of DEOs grown in +NJ and +NFJ, Related to Fig. 1. **a** A dot plot of GO over-representation results of downregulated and upregulated DEGs in DEOs grown in +NFJ compared with +NJ. The color and size of dots indicate the p-value and gene ratio of each representative GO term. **b** Volcano plots of differentially expressed genes (DEGs) of DEOs grown in +NFJ compared with +NJ. The indicated GO term-related genes are displayed as red (|fold change| > 2 and p-value < 0.001), blue (|fold change| < 2 or p-value > 0.001), and gray (not related to the indicated GO term) dots. Vertical dashed lines indicate -2- and 2-fold changes. A horizonal dashed line indicates a p-value of 0.001.

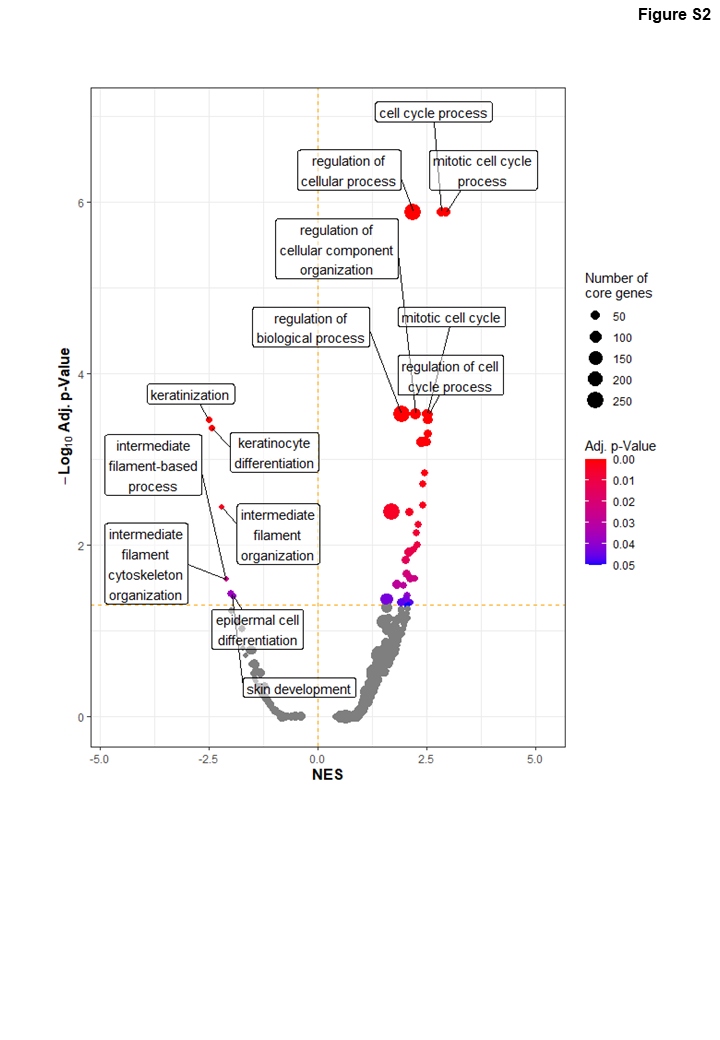
**Fig. S2** Gene set enrichment analysis (GSEA) for significantly regulated genes oof organoids grown +NF compared to +N. The result of GSEA visualized using bubble plots. Size of dots indicates number of core genes for enriched GO terms. The color of dots shows Benjamini-Hochberg adjusted p-Value of enriched GO terms. Vertical dashed lines indicate 0 of normalized enrichment score (NES). A horizonal dashed line indicates a p-value of 0.05.

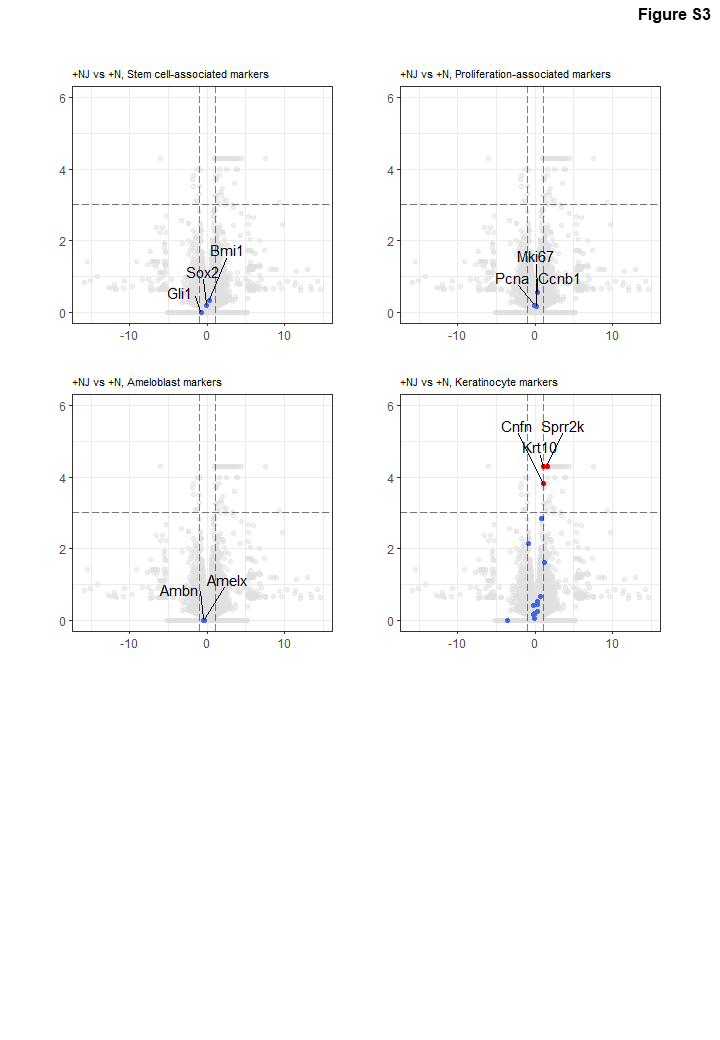

**Fig. S3** Volcano plots of differentially expressed genes (DEGs) of DEOs grown in +NJ compared with +N. The indicated biological function-related genes are displayed as red (|fold change| > 2 and p-value < 0.001), blue (|fold change| < 2 or p-value > 0.001), and gray (not related to the indicated GO term) dots. Vertical dashed lines indicate -2- and 2-fold changes. A horizonal dashed line indicates a p-value of 0.001.

**
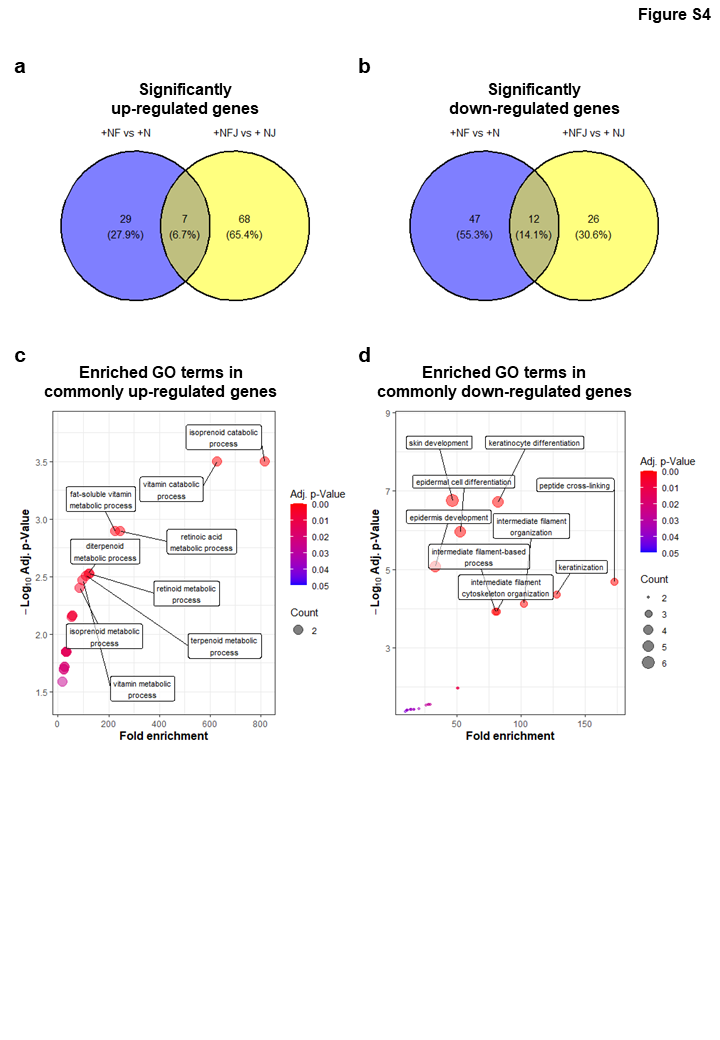
**

**Fig. S4** Comparison of significantly up- and down-regulated genes in DEOs grown in +NF and +NFJ compared to +N. **a-b** Venn diagrams showing the number of commonly up- or down-regulated genes. **c-d** Bubble plots of the gene ontology analysis result for commonly up-regulated genes. Size of dots indicates number of genes for enriched GO terms. The color of dots shows Benjamini-Hochberg adjusted p-Value of enriched GO terms.

**
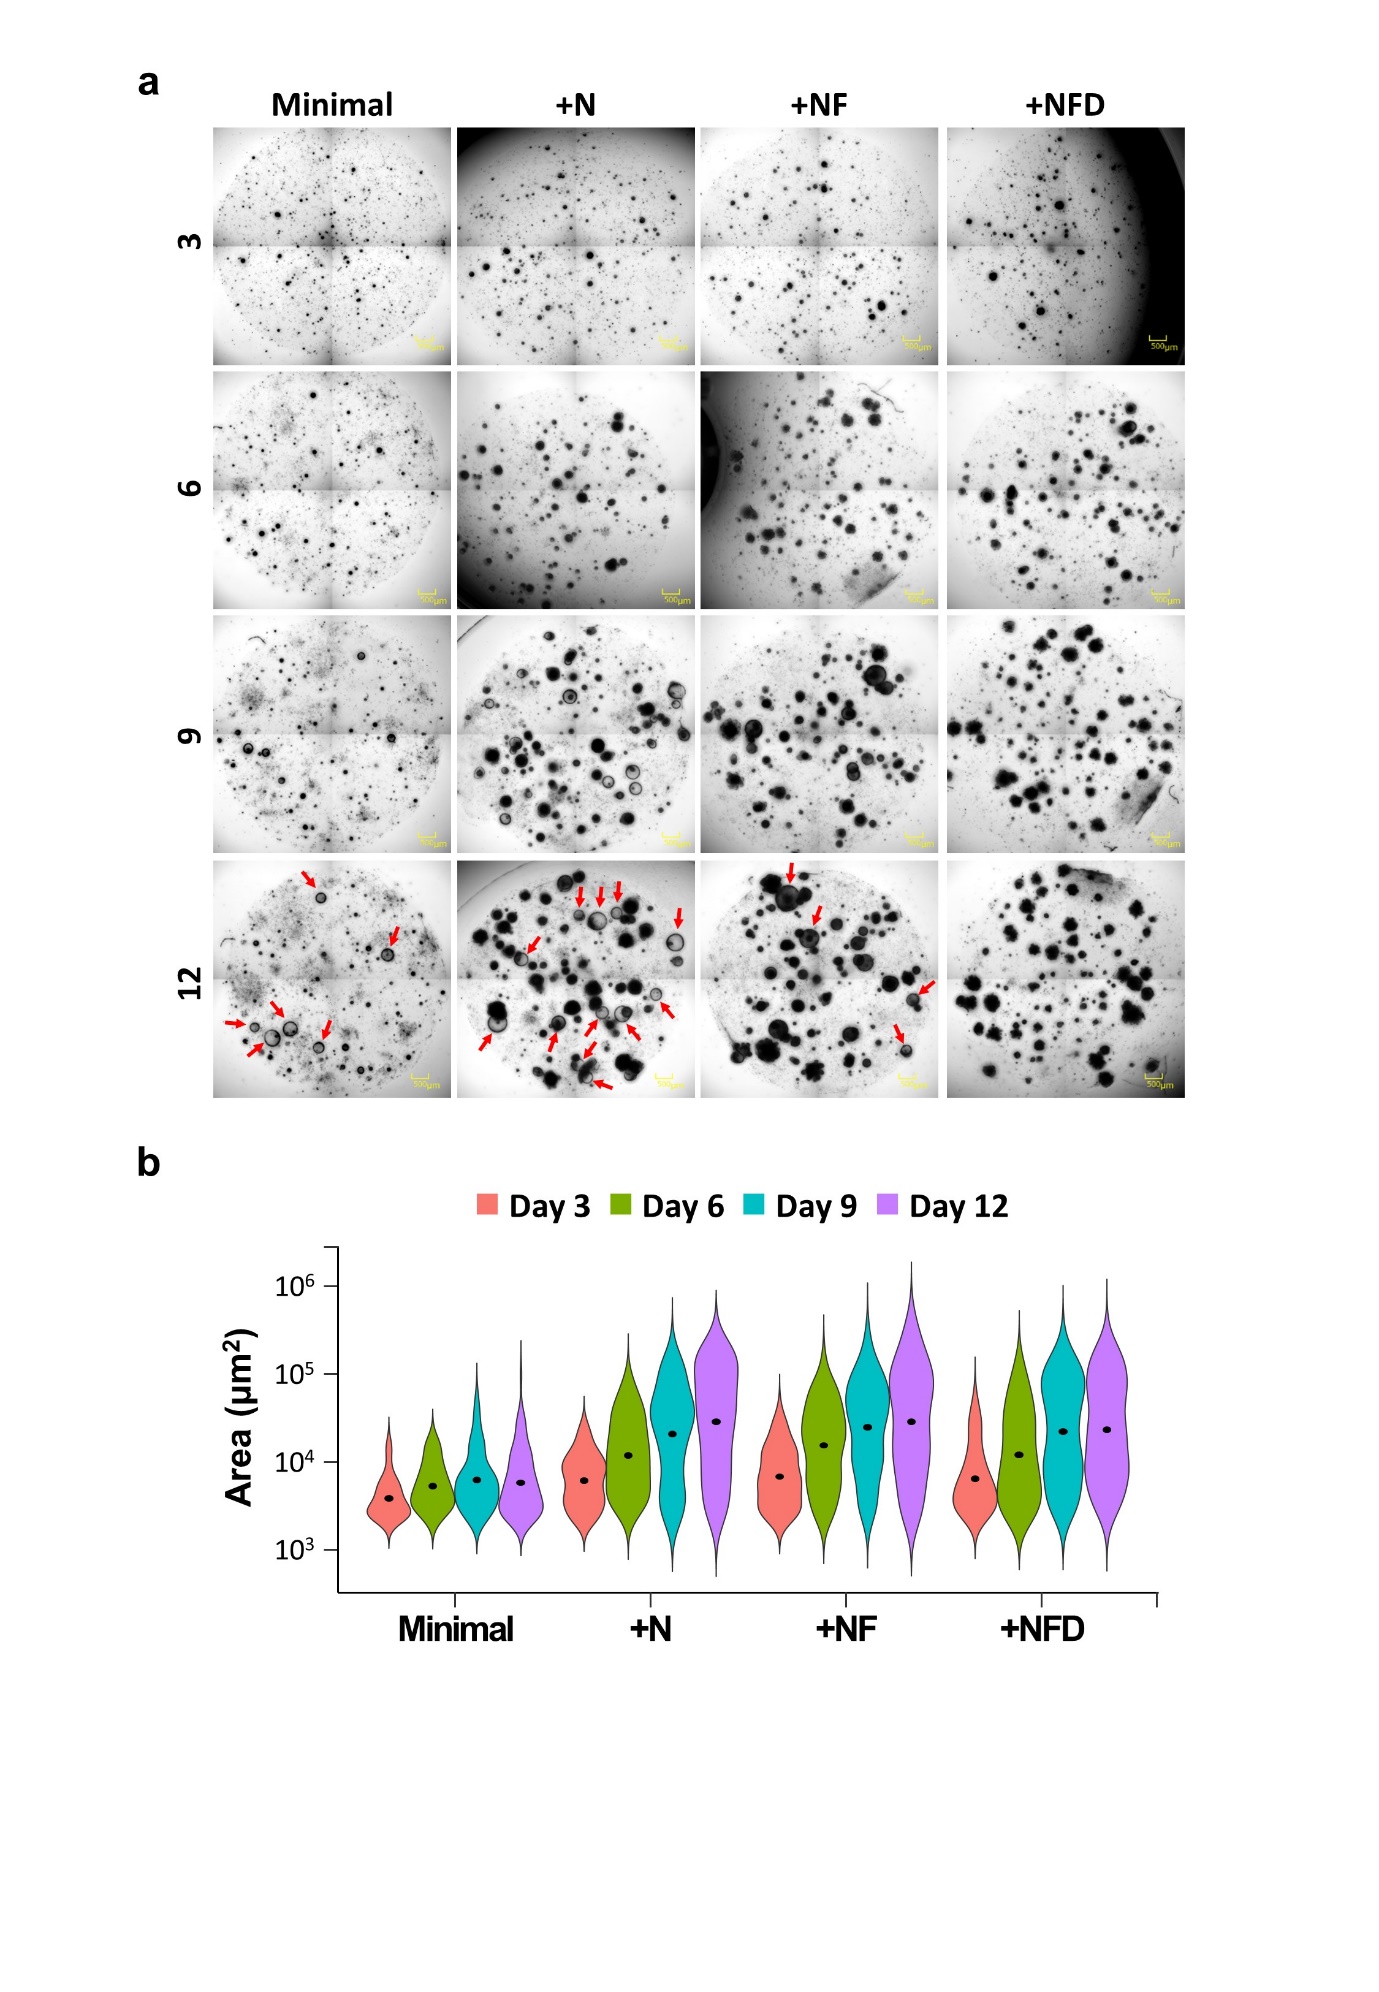
**

**Fig. S5** Organoid growth as a function of media composition. Adult dental epithelial stem cells (aDESCs) isolated were embedded into Matrigel and grown in for 3, 6, 9, and 12 days in the in the media indicated (minimal, +N, +NF, and +NFD). **a** Maximum intensity projection of a z-stack of DIC images. Red arrows indicate hollow spheres. **b** Size distributions of organoids at day 3, 6, 9, and 12 for culture in minimal, +N, +NF, and +NFD media shown as a violin plot. The mean of each distribution is indicated (black circle).

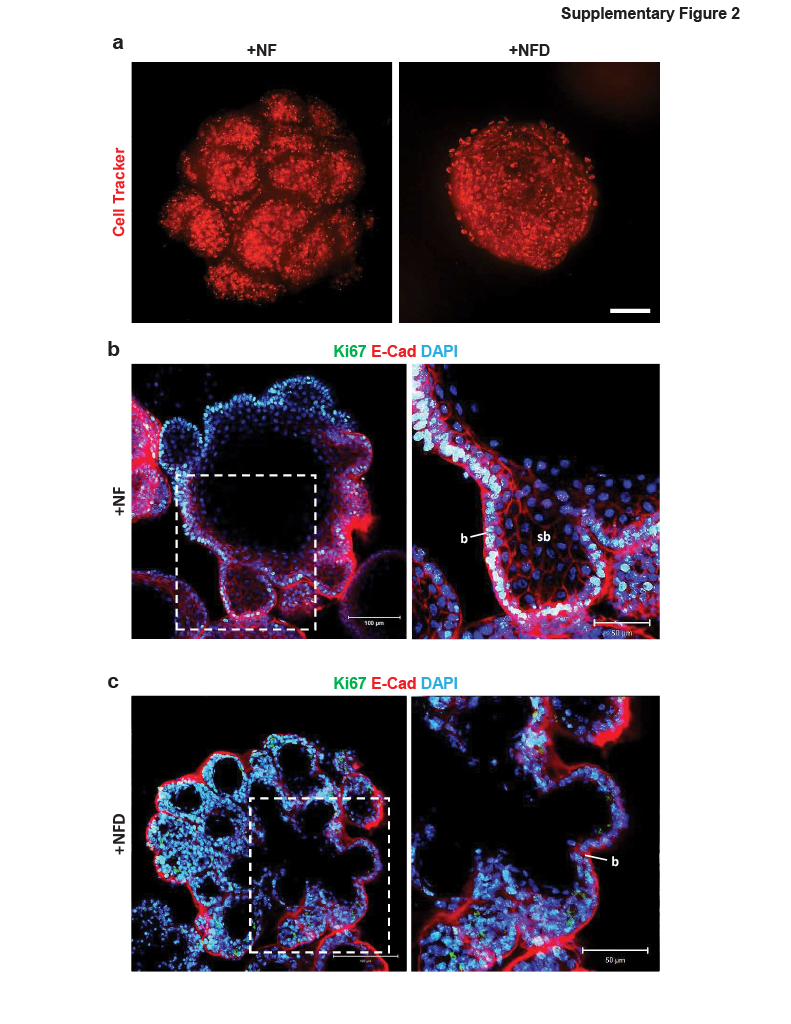

**Fig. S6** Effect of Notch signaling inhibitor dibenzazepine on organoids. **a** Maximum intensity projection of z-stacks of confocal images of whole organoid grown in +NF and +NFD media stained with a live cell fluorescent dye, Cell Tracker Red CMTPX. Scale bar = 50 μm. **b-c** Maximum intensity projection of z-stack of confocal images of a whole organoids grown in +NF (**b**) and +NFD (**c**) media immuno-stained for Ki67 (red) and E-cadherin (E-cad, green), and counter-stained with DAPI (blue). The image on the right is a closeup of the region indicated by the dashed box in the image on the left.

**
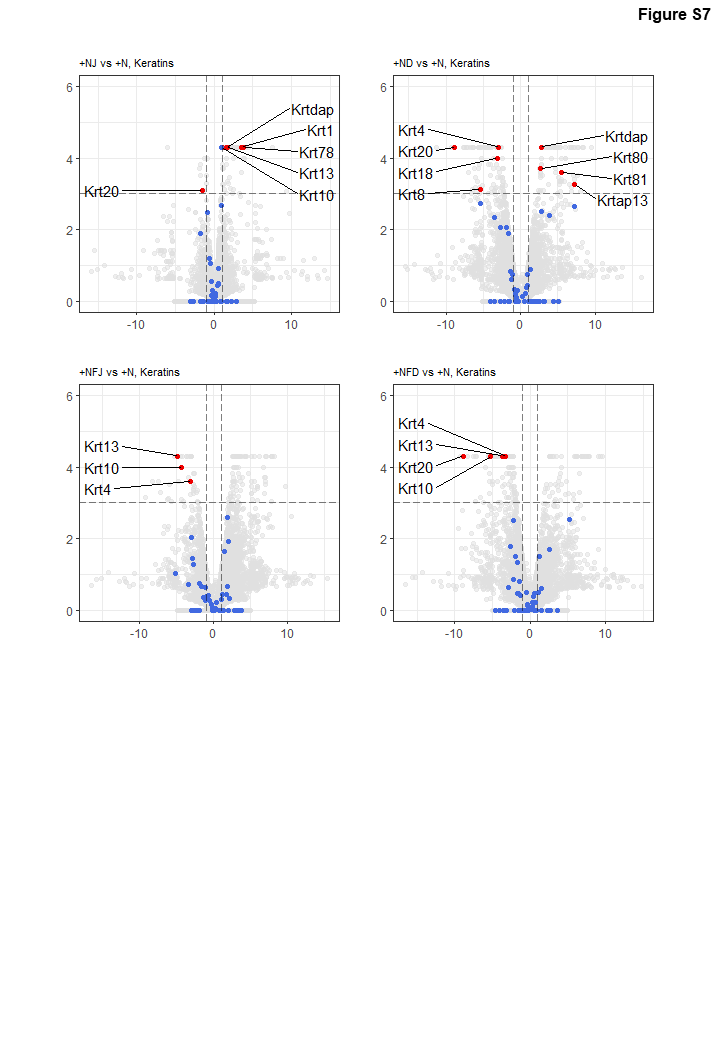
**

**Fig. S7** Volcano plots of DEGs of DEOs grown in +NJ, +ND, +NFJ, and +NFD compared with +N. The indicated Krt-related genes are displayed as red (|fold change| > 2 and p-value < 0.001), blue (|fold change| < 2 or p-value > 0.001), and gray (not related to the indicated GO term) dots. Vertical dashed lines indicate -2- and 2-fold changes. A horizonal dashed line indicates a p-value of 0.001.**
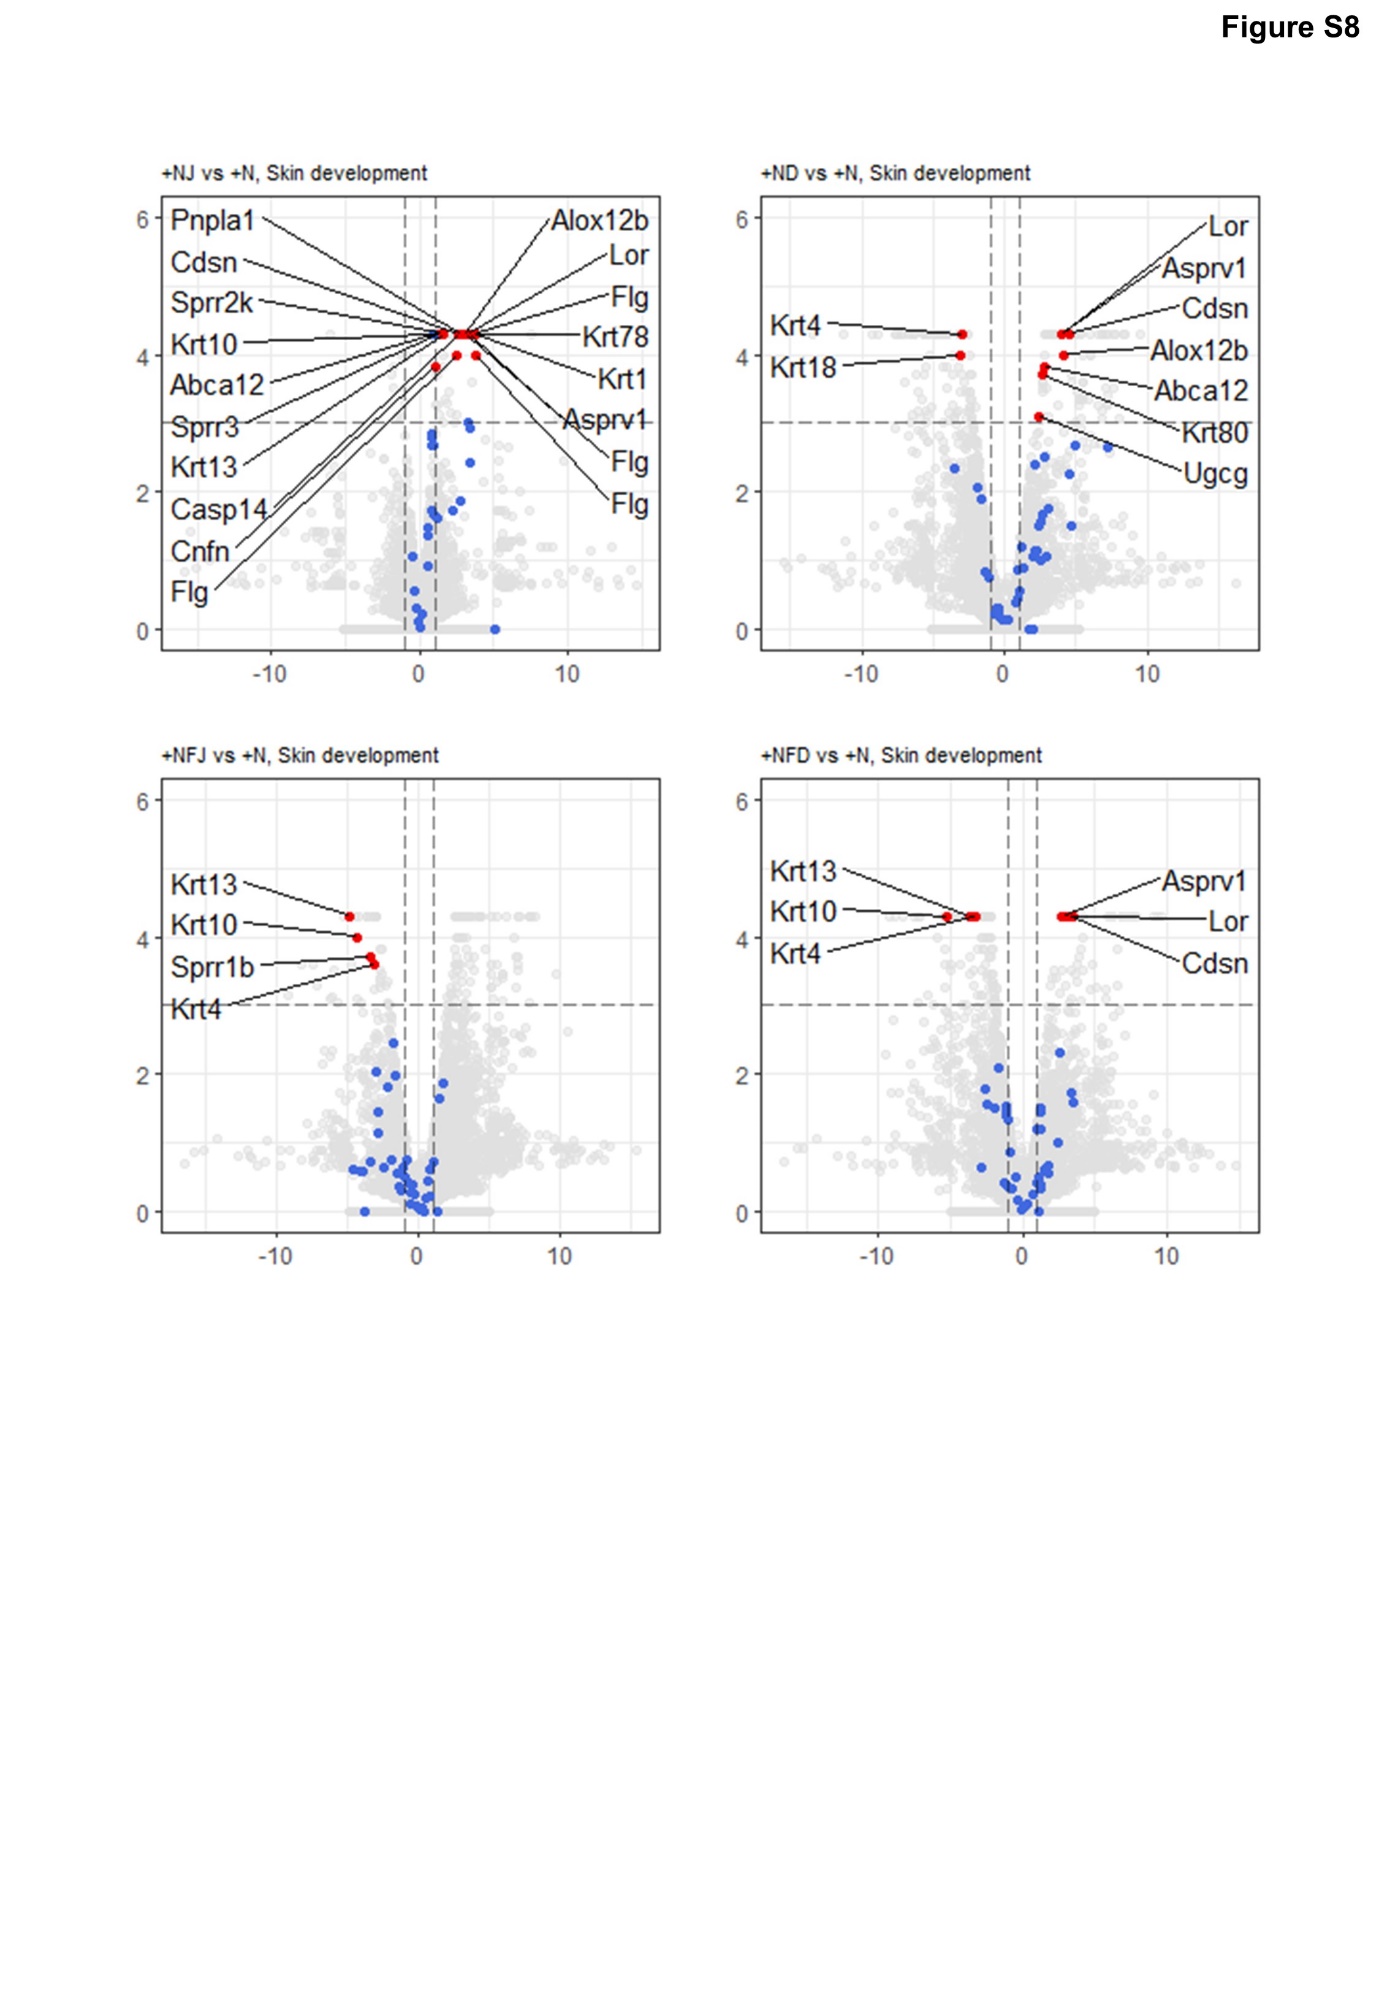
**

**Fig. S8** Volcano plots of DEGs of DEOs grown in +NJ, +ND, +NFJ, and +NFD compared with +N. The indicated skin development-related genes are displayed as red (|fold change| > 2 and p-value < 0.001), blue (|fold change| < 2 or p-value > 0.001), and gray (not related to the indicated GO term) dots. Vertical dashed lines indicate -2- and 2-fold changes. A horizonal dashed line indicates a p-value of 0.001.

**
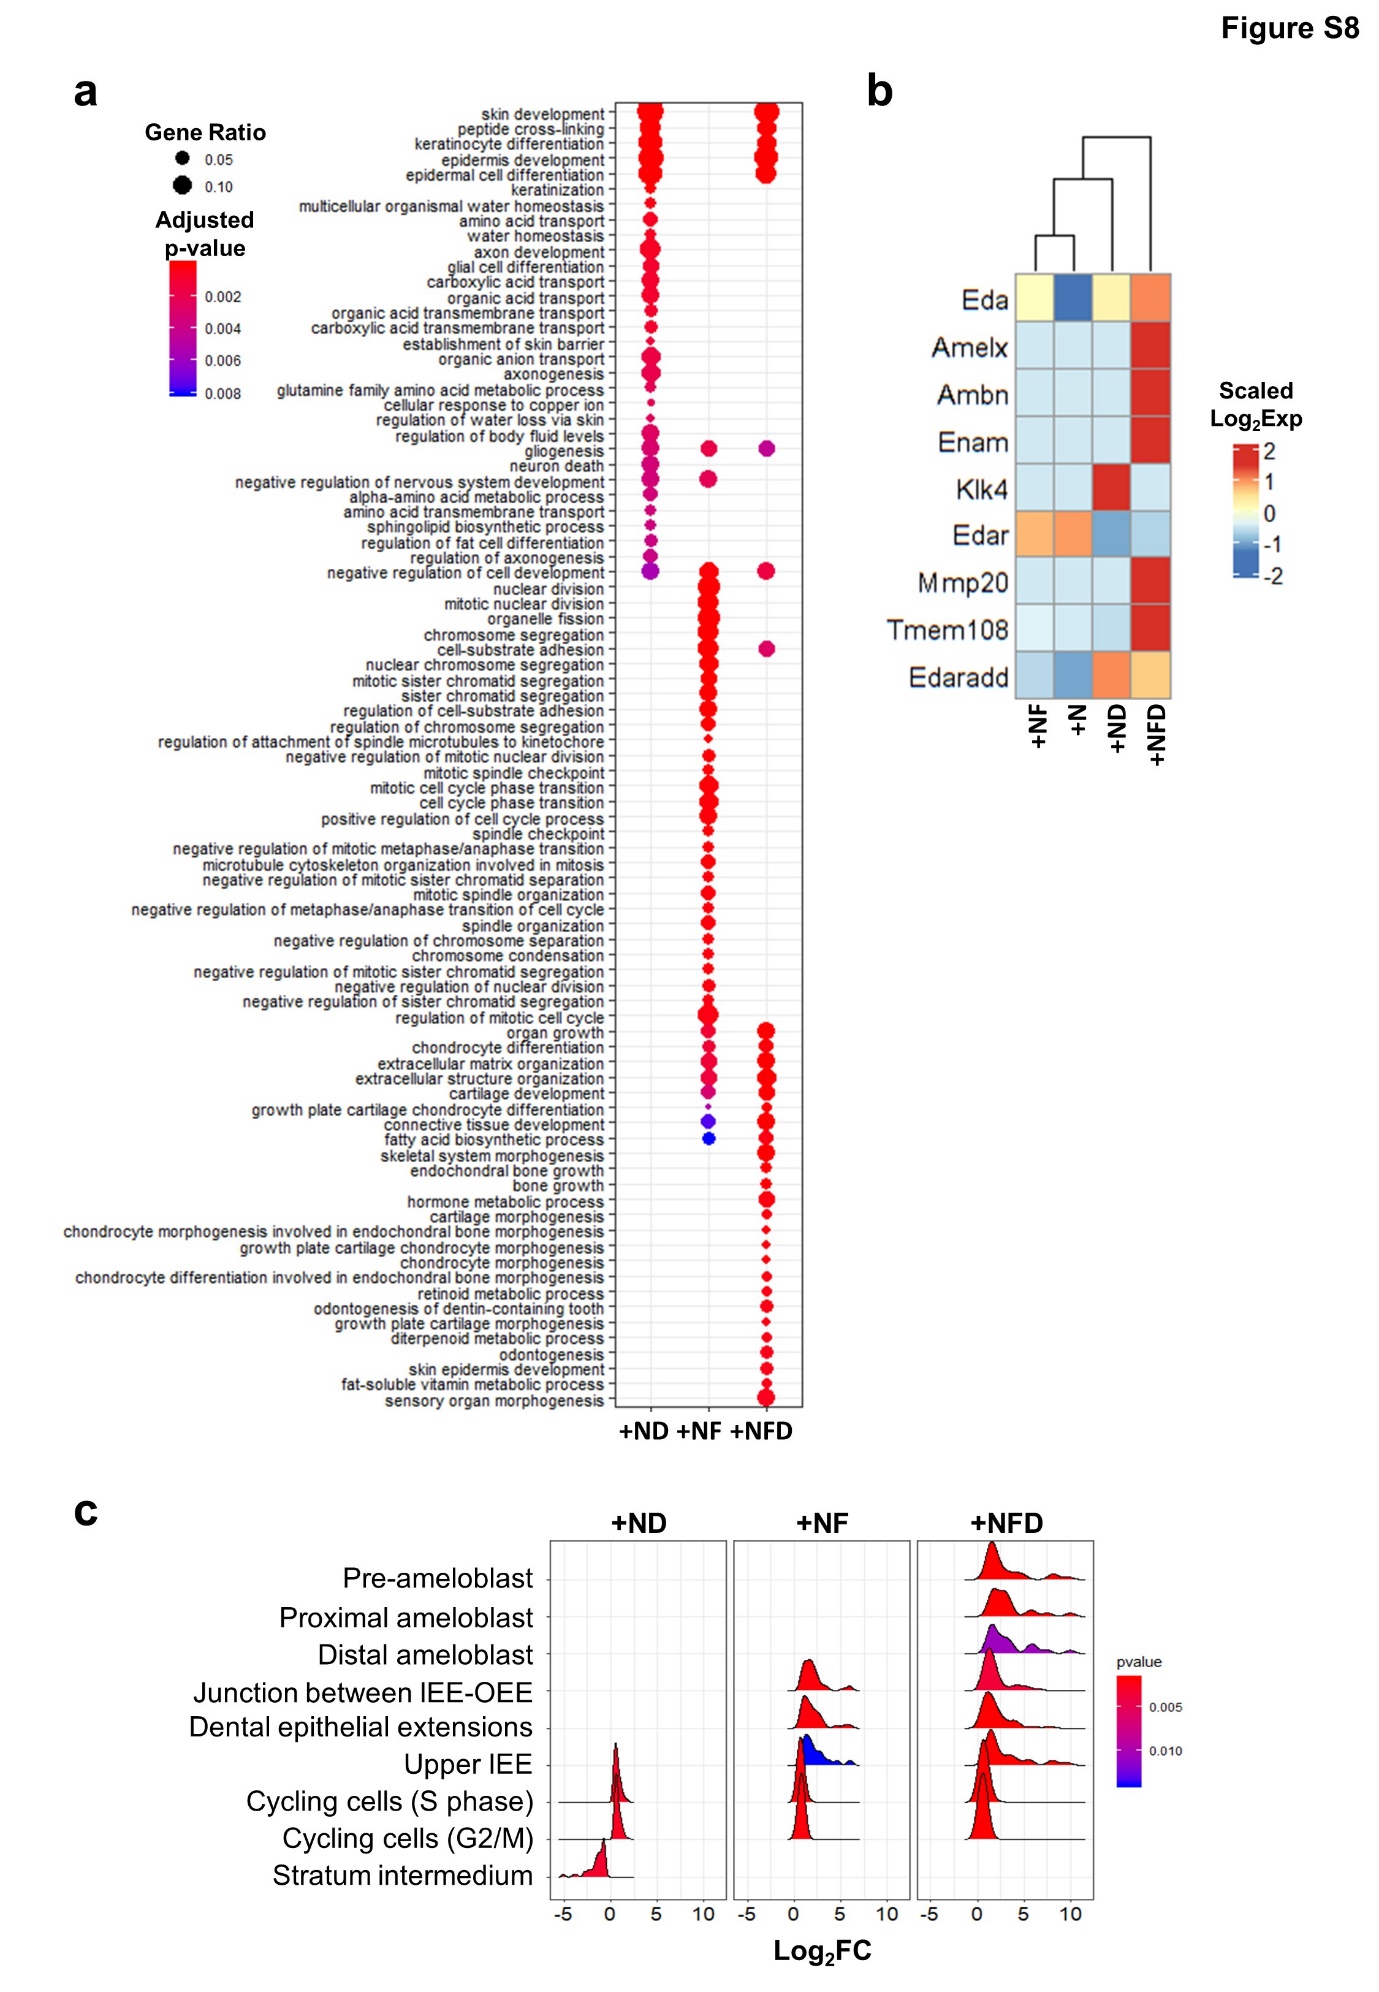
**

**Fig. S9** Transcriptomic analysis of organoids grown in various medium conditions. **a** A dot plot visualizing gene ontology (GO) overrepresentation results for upregulated genes in organoids grown in +ND, +NF, and +NFD media compared with organoids grown in minimal media. Gene ratio means number of upregulated genes found in a gene set over total number of upregulated genes. **b** A heatmap visualizing transformed and scaled expression (Scaled Log_2_Exp) of ameloblastic markers in organoids grown in +NF, +N, +ND, and +NFD media. **c** Ridgeline plot of a gene set enrichment analysis of upregulated genes using gene sets described in Sharir et al., 2019. The height of plot indicates density of probability that a gene of a gene set has specific fold change (Log2FC).

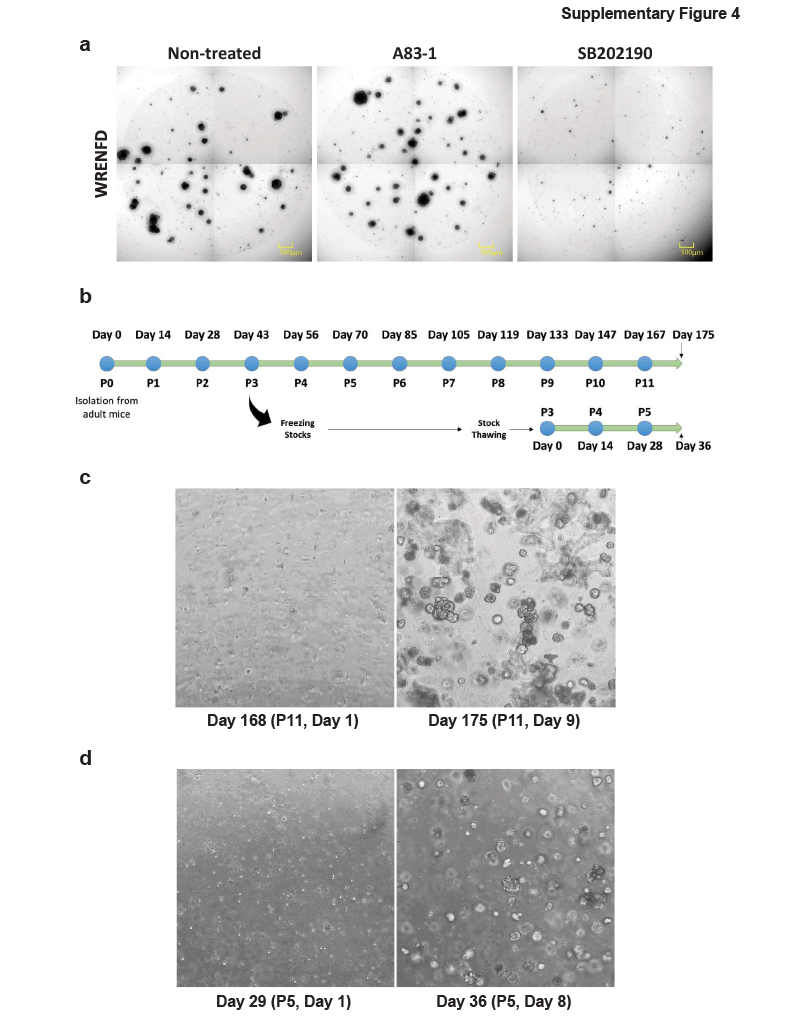

**Fig. S10** Long-term culture, freezing and thawing of DEOs**. a** Maximum intensity projection of z-stack of DIC images of DEOs grown in +NFD supplemented with A83-1 or SB202190 for 12 days. **b** Schematic depicting the long-term culture and freezing, storing and thawing of DEOs. **c** Bright field images of long-term-cultured DEOs. **d** Bright field images of growing DEOs after freezing, storing, and thawing.

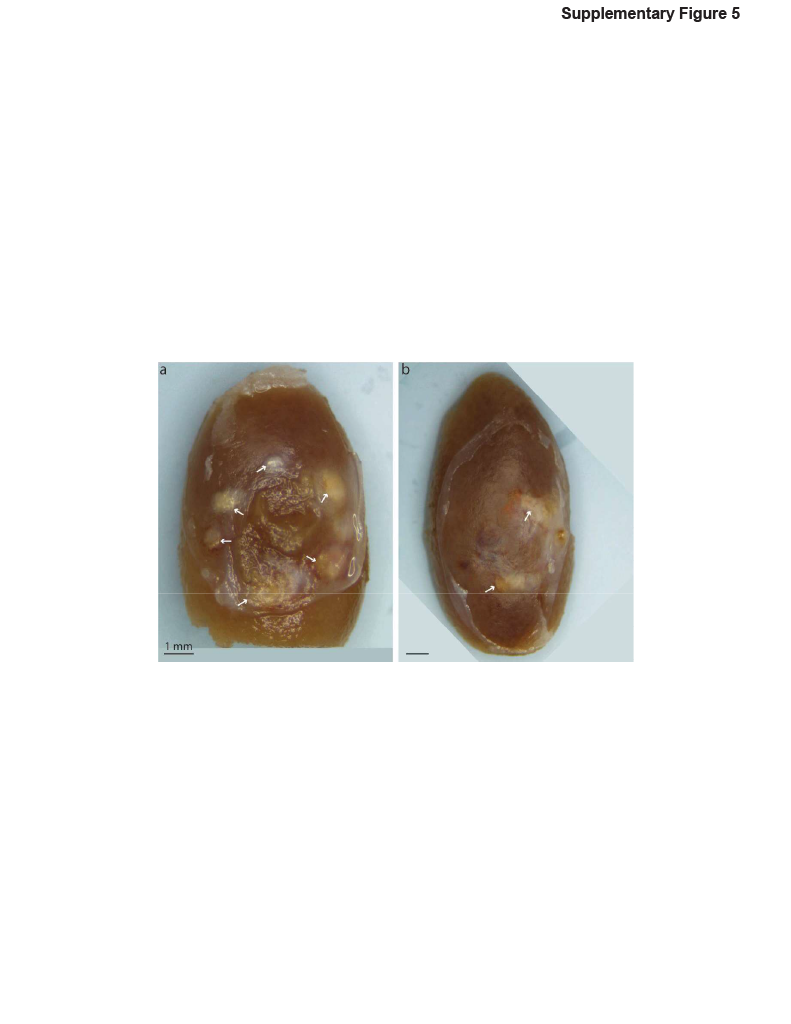

**Fig. S11** Optical microscope images of mouse kidneys harvested 8 weeks after subcapsular implantation of DEOs. Note whitish masses (white arrows). Scale bars = 1 mm.

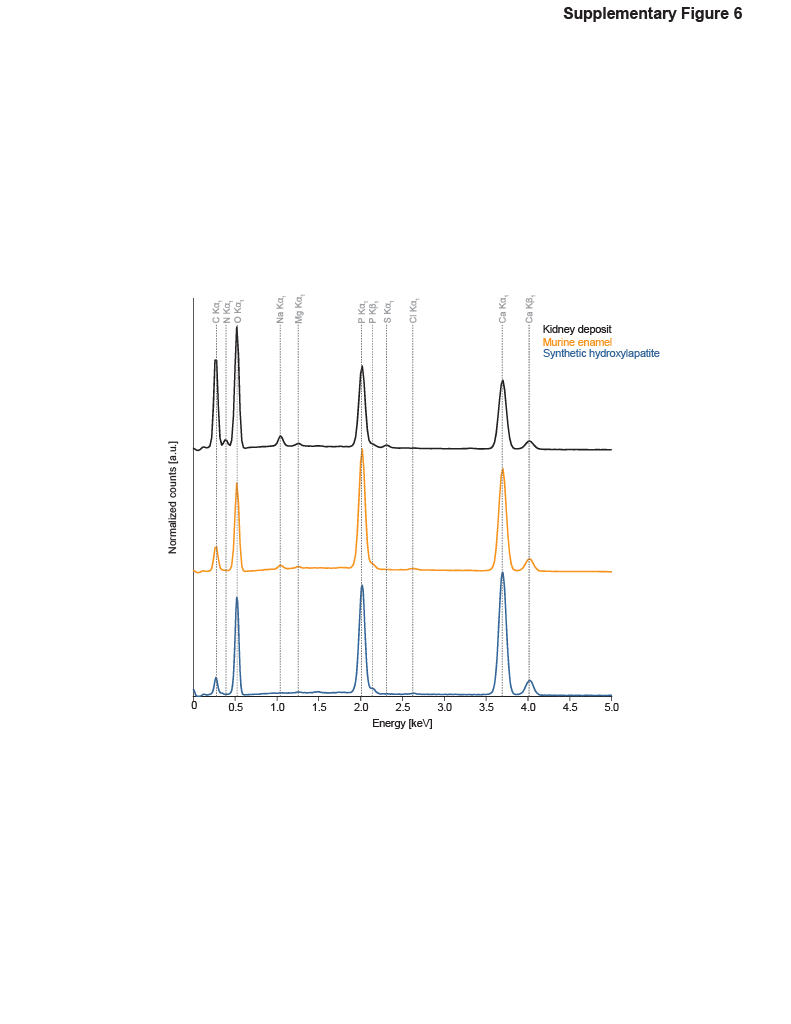

**Fig. S12** Elemental analysis by energy-dispersive X-ray spectroscopy (EDS). Representative EDS spectra for mineral deposits in the kidney (black), murine enamel (yellow), and synthetic hydroxyapatite (blue). Photon energies of principal K-shell emission lines for identified elements are indicated.

**
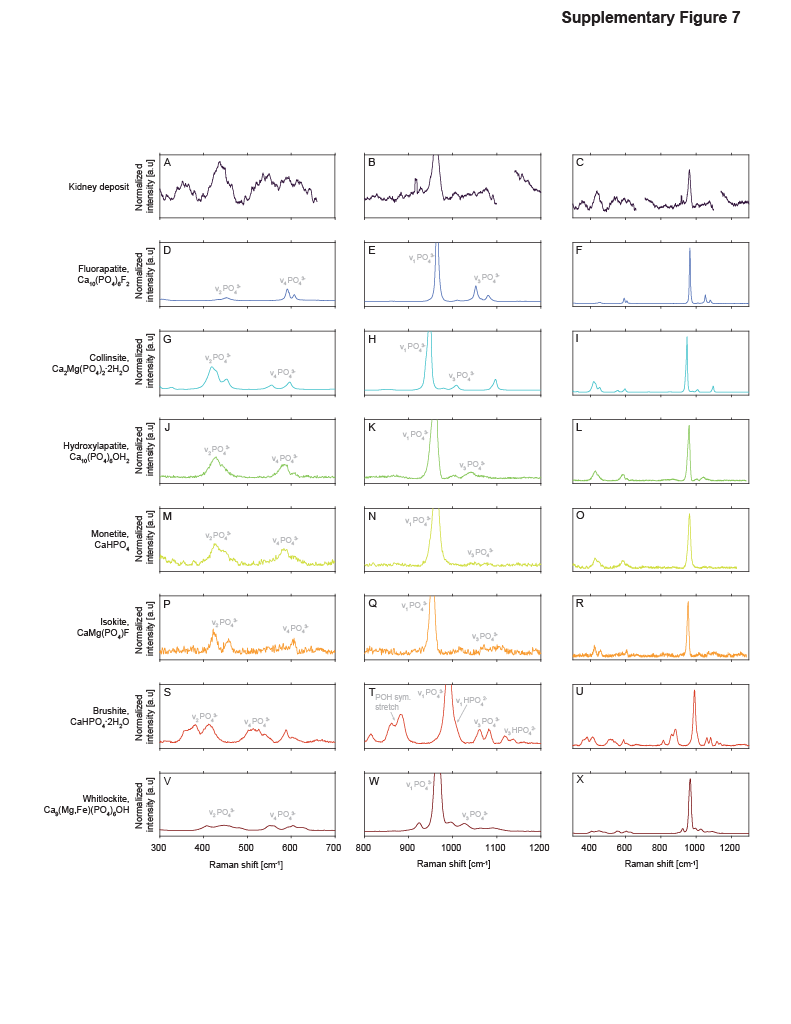
**

**Fig. S13** Comparison of geological calcium phosphate Raman spectra. Spectra are provided for the kidney deposit (**a**-**c**) and geological samples of fluoprapatite (**d**-**f**), collinsite (**g**-**i**), hydroxylapatite (**j**-**l**), monetite (**m**-**o**), isokite (**p**-**r**), brushite (**s**-**u**), and whitlockite (**v**-**x**). Close-up views are provided for the PO_4_^3-^ bending region, 300-700 cm^-1^ (**a**, **d**, **g**, **j**, **m**, **p**, **s**, **v**), and the PO_4_^3-^ stretching region, 800-1200 cm^-1^ (**b**, **e**, **h**, **k**, **n**, **q**, **t**, **w**). Vibrational modes identified in the literature are labeled for each mineral^1-7^. Full spectra are also provided (**c**, **f**, **i**, **l**, **o**, **r**, **u**, **x**).

**
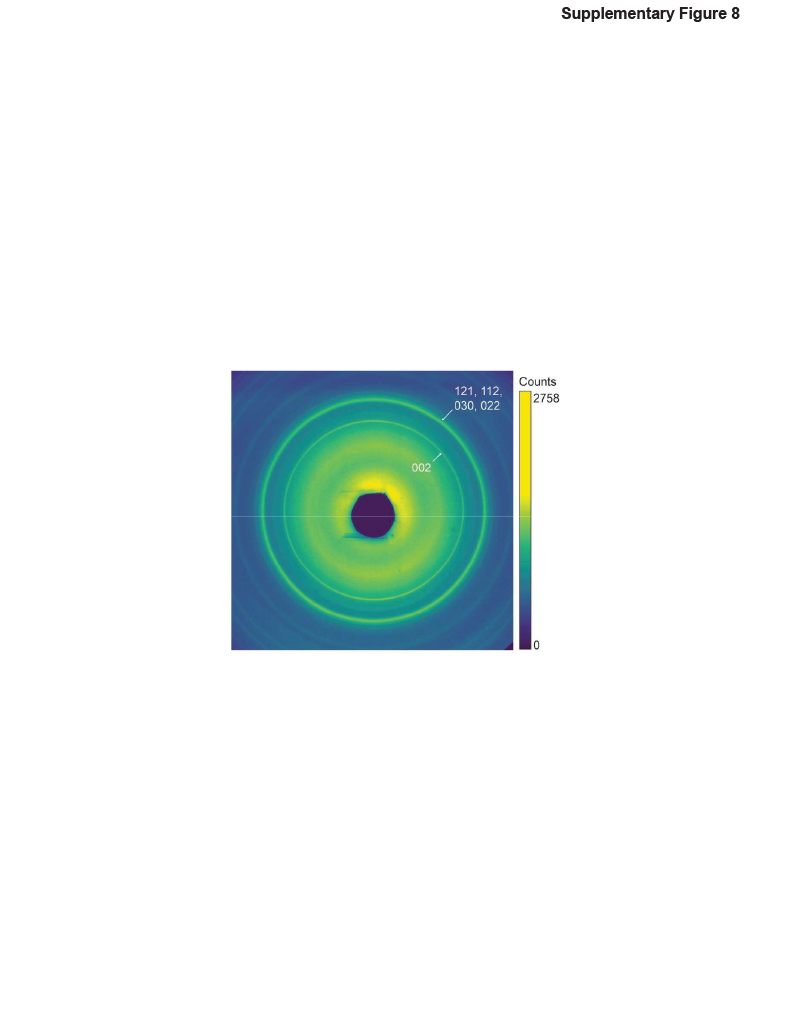
**

**Fig. S14** Representative 2D diffraction pattern for mineral deposits in the kidney. Full concentric rings indicate that no crystallographic texture (preferential orientation) is present in the sample. Reflections of interest (002 and the quadruplet 121, 112, 030, 022) are labeled.

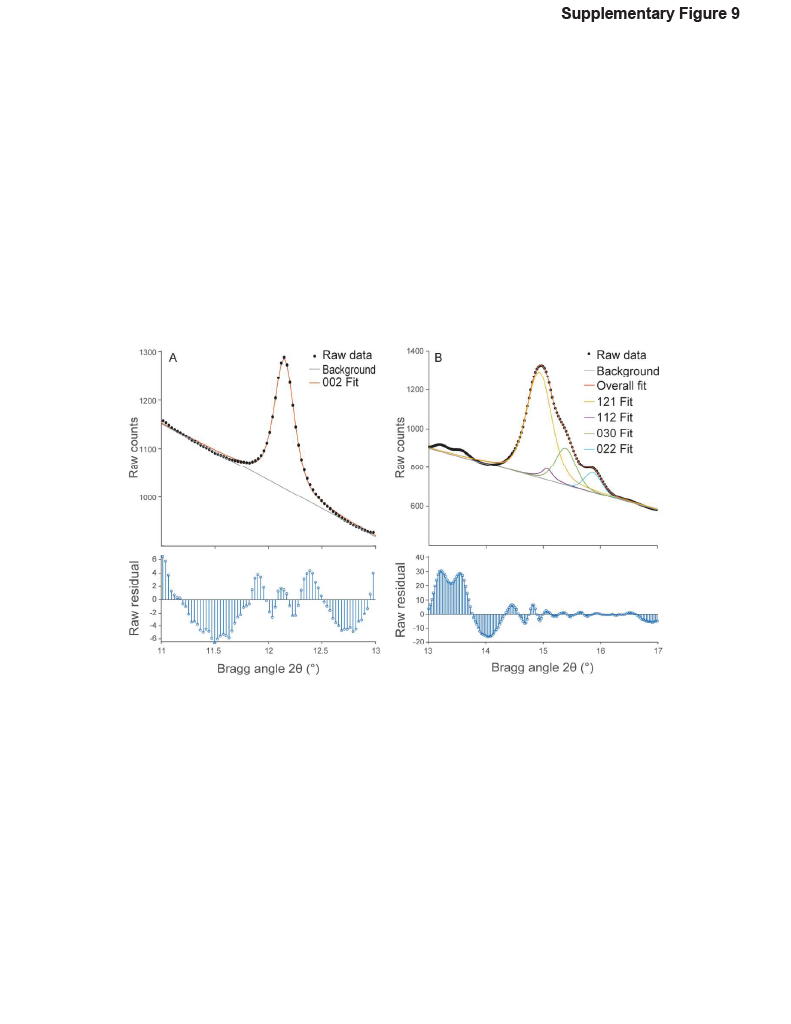

**Fig. S15** Fit results for a typical X-ray diffraction pattern collected from mineral deposits in the kidney. **a** The diffracted intensity in the region $2\theta=11-13˚$ was fitted with a linear function for the background and a Pseudo-Voigt model for the 002 reflection. **b** The diffracted intensity in the region $2\theta=13-17˚$ was fitted with a linear background and four Pseudo-Voigt profiles simultaneously for the quadruplet (121, 112, 030, and 022). Residuals for both fits (blue stem plot) are shown on separate axes.

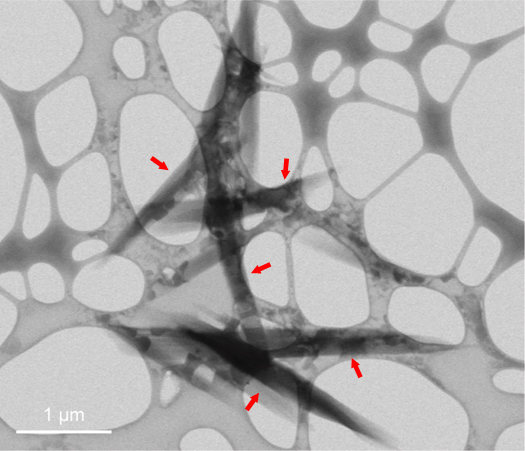

**Fig. S16** STEM-in-SEM image using brightfield contrast showing crystallites with high aspect ratio (red arrow).

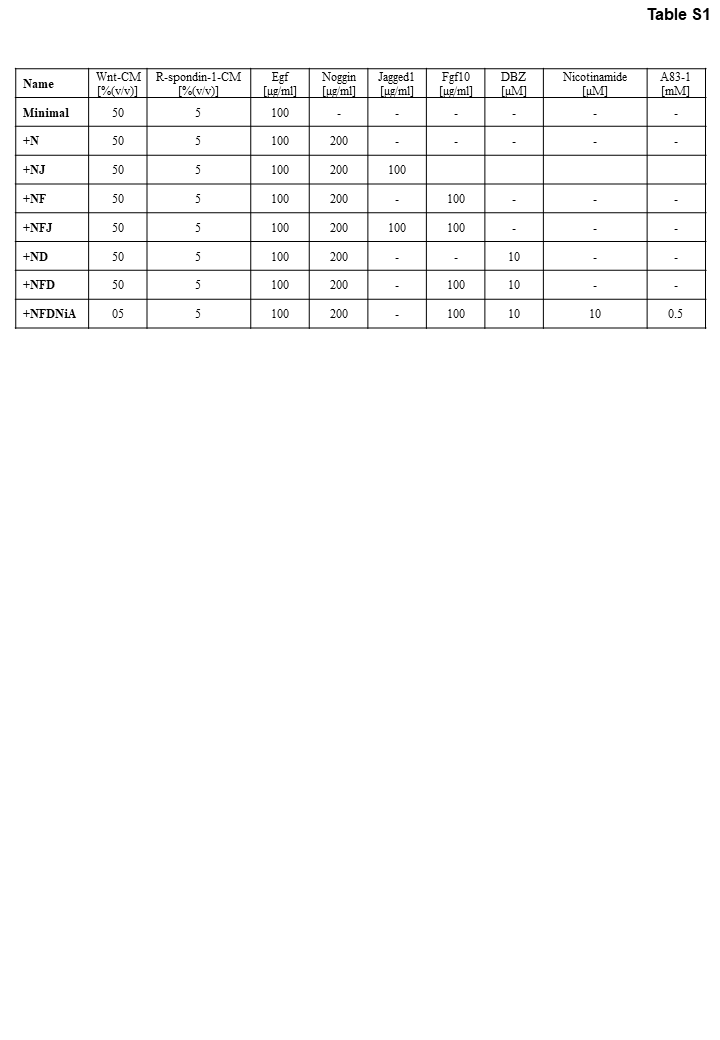

**Table S1** Composition of media. CM, conditioned medium

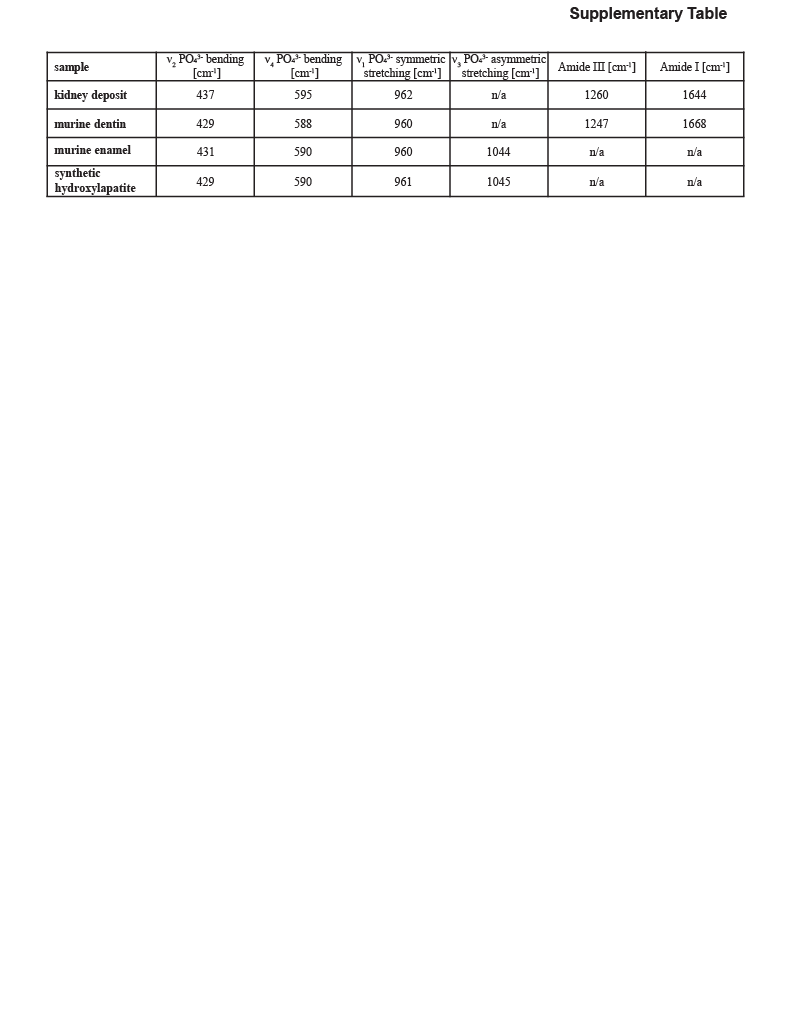

**Table S2** Characteristic features in μRaman spectra. Assignment based on De Aza et al., 1997^8^ and Rygula et al. 2013^9^.

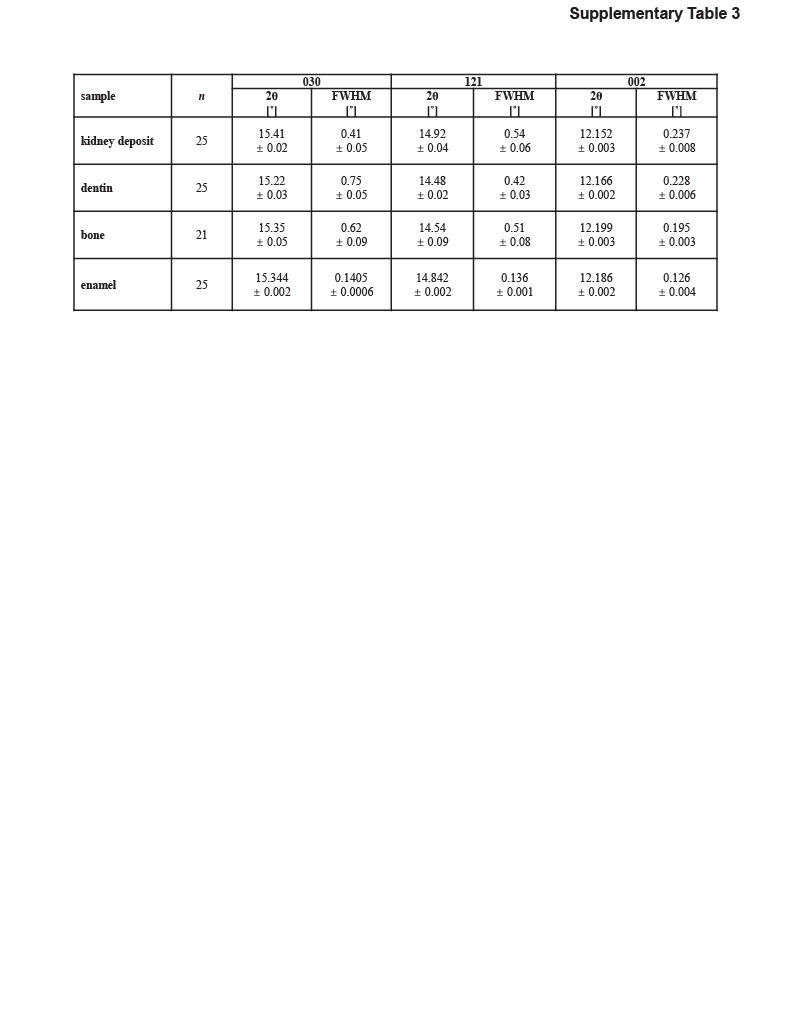

**Table S3** Characteristic features in µXRD patterns. Mean values and standard deviation for fitted Bragg angles (2θ) and full width at half maxima (FWHM) for three OHAp reflections (030, 121, and 002). *n* is the number of technical replicates. There was one biological replicate only.

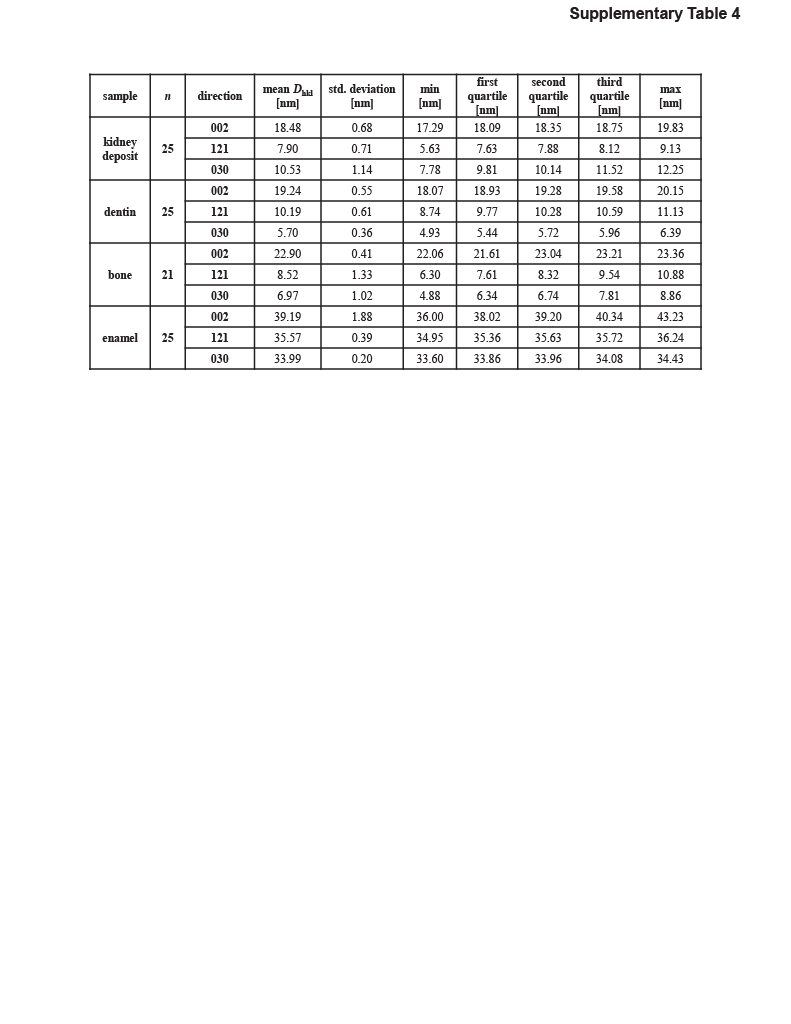

**Table S4** Distribution of crystallite size. Statistical data describing the distribution of crystallite sizes determined by Scherrer analysis of µXRD data (see also Table S3 and Fig. 6k). *n* is the number of technical replicates. There was one biological replicate only.

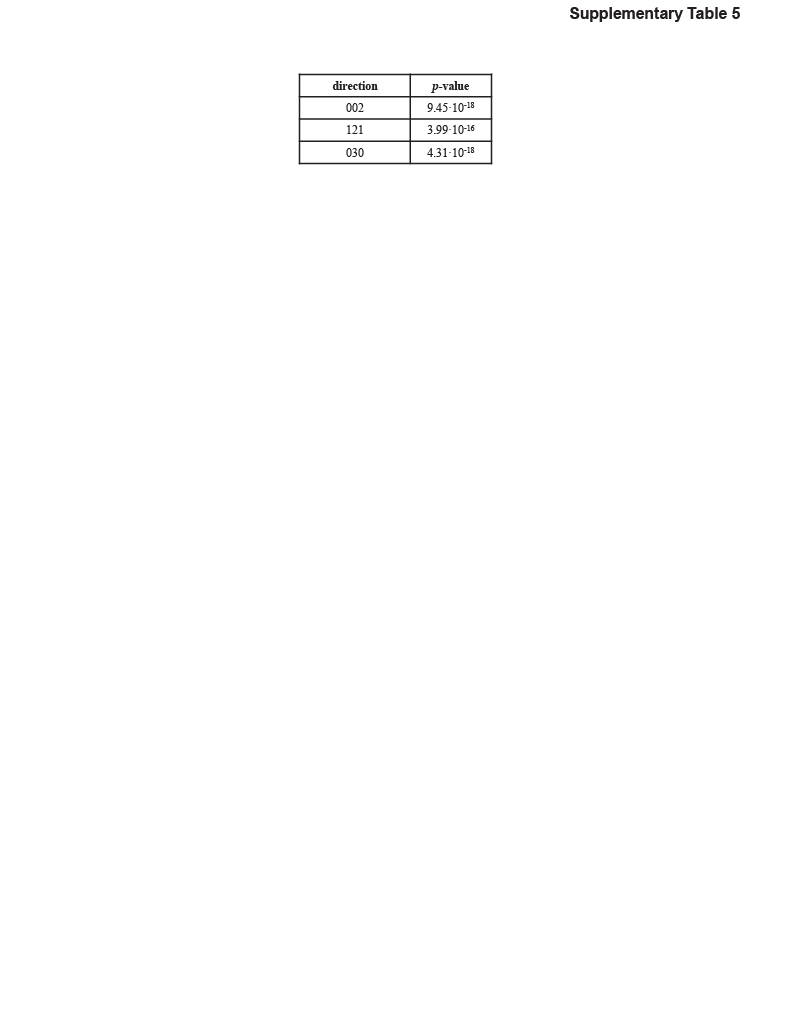

**Table S5** Statistical significance of difference of mean crystallite sizes. For each direction, a Kruskal-Wallis test rejects the null hypothesis (p < 0.05) that the *D_hkl_* values for OHAp deposits in the kidney, and OHAp in bone, dentin, and enamel are all drawn from the same distribution. For pair-wise follow-up test, see Table S6.

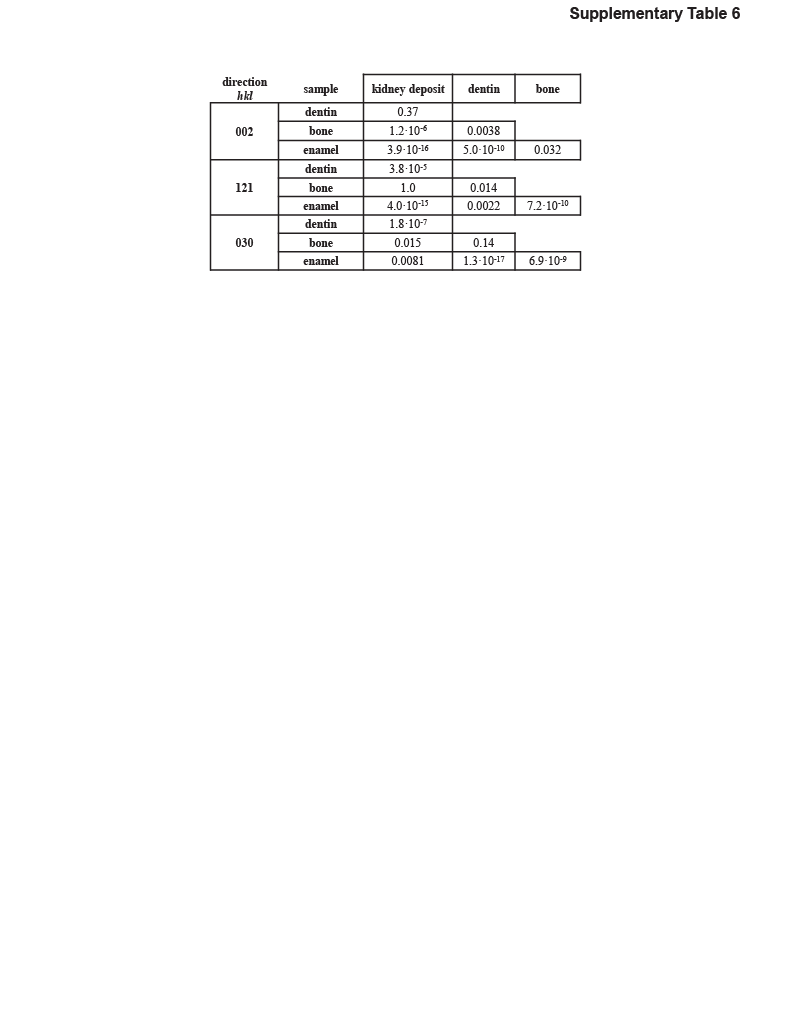

**Table S6** Significance of multiple comparison of crystallite sizes. Pairwise comparisons of samples using Dunn’s test with Bonferroni correction for multiple comparison. For mean *D_hkl_* values see Table S4, for box plot see Fig. 6k.

**Supplementary References**

1. Walters, M., Leung, Y., Blumenthal, N., Konsker, K. & LeGeros, R. A Raman and infrared spectroscopic investigation of biological hydroxyapatite. *Journal of inorganic biochemistry* **39**, 193-200 (1990).

2. Tvrdy, J., Sejkora, J., Rosseel, P. & Dolnicek, Z. Ferraioloite from the Sitio do Castelo mine, Folgosinho (Guarda, Portugal), description and Raman spectroscopy. *Journal of Geosciences* **66**, 139-146 (2021).

3. Leroy, G. et al. Polarized micro-Raman study of fluorapatite single crystals. *Applied Spectroscopy* **54**, 1521-1527 (2000).

4. Frost, R.L., Xi, Y., Scholz, R., Belotti, F.M. & Lopez, A. Infrared and Raman spectroscopic characterization of the phosphate mineral fairfieldite–Ca2 (Mn2+, Fe2+) 2 (PO4) 2· 2 (H2O). *Spectrochimica Acta Part A: Molecular and Biomolecular Spectroscopy* **106**, 216-223 (2013).

5. Frost, R.L. et al. Raman spectroscopy of synthetic CaHPO4· 2H2O–and in comparison with the cave mineral brushite. *Journal of Raman Spectroscopy* **43**, 571-576 (2012).

6. Casciani, F. & Condrate Sr, R. The Raman spectrum of monetite, CaHPO4. *Journal of Solid State Chemistry* **34**, 385-388 (1980).

7. Batool, S., Liaqat, U., Hussain, Z. & Sohail, M. Synthesis, characterization and process optimization of bone whitlockite. *Nanomaterials* **10**, 1856 (2020).

8. De Aza, P. et al. Vibrational properties of calcium phosphate compounds. 1. Raman spectrum of β-tricalcium phosphate. *Chemistry of materials* **9**, 912-915 (1997).

9. Rygula, A. et al. Raman spectroscopy of proteins: a review. *Journal of Raman Spectroscopy* **44**, 1061-1076 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

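RNA was measured in DEOs grown for 14 days in different media, with 1 library per medium. Of the 6 media in the study's labels, +N, +ND, +NF and +NFD were analysed here, and the other 2, +NJ and +NFJ, were not. The authors checked and trimmed reads with FastQC 0.11.9 and Trim Galore 0.6.5, aligned them to GRCm38 with TopHat 2.1.1 and deposited FPKM values estimated with Cufflinks 2.2.1. They called differentially expressed genes with DEGseq 1.13.1 and used clusterProfiler 3.15.1 for GO analysis and GSEA. The paper's text does not name the annotation release, the strand setting or the Cufflinks options. Dividing by transcript length and by library size makes FPKM of short transcripts depend on few fragments, and a few abundant transcripts lower the values of all other genes in a library. Because the strand setting is not stated, genes that overlap on opposite strands, and closely related keratin, Lce and Sprr genes, can share fragments.

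From the deposited FPKM, values of entries with the same gene symbol were summed (123 symbols had several entries). Ratios between 2 libraries were computed here as log2((FPKM + 1)/(FPKM + 1)) over genes with an FPKM of at least 1 in the higher library, and a gene was counted as changed at a 2-fold ratio, the fold threshold of the paper. No test was made on single genes, since there is 1 library per medium. Gene lists were compared with 10000 random lists of the same size, drawn within 20 bins of the mean log2 level over the 4 libraries. The matching had been planned over all 6 libraries. A planned limma fit of the effect of FGF10 across 3 Notch states needed the same 6 libraries and was not run. Gene positions and transcript lengths were taken from GENCODE release M21 on GRCm38, in which 47080 of the gene identifiers were found.

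The lists are cornified envelope and suprabasal keratinocyte genes, cell cycle genes, collagen and matrix genes, tooth development genes, ameloblast genes, basal keratinocyte genes, Notch target genes, interferon response genes, sterol biosynthesis genes, ERK feedback and immediate target genes, and markers of fibroblasts, macrophages, endothelium and epithelium. All were written from general knowledge before the data were examined. They stand in for the GO terms and the single-cell marker sets of the paper, which were not used here. Genes were named if the paper names or labels them for a comparison, if they belong to a reported list, or if they had 1 of the 5 largest ratios in a direction among genes with an FPKM of at least 5. Genes named outside this rule are said to have been chosen after their values were seen.

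Depth was not stated per library. For 8409 genes with a single annotated transcript of at least 1000 nt, FPKM multiplied by length in kb falls on steps of 1 fragment, and the step was 0.0366 in +N, 0.0458 in +ND, 0.0349 in +NF and 0.0347 in +NFD. The value of 3 fragments was taken as the limit under which a value listed at 0 cannot be told from a low one, and it covers counting error only. None of 8 housekeeping genes was listed at 0 in any library, and no protein-coding gene was at 0 in 1 library while at an FPKM of at least 5 in the other 3.

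The alternatives set before the data were examined were a pseudocount of 0.1, no pseudocount, no filter, a filter at an FPKM of 5, upper-quartile scaling, ratios centred on their median, and the highest entry for each symbol in place of the sum. A limit of 300 nt on transcript length was added after the data were seen. The computations were tested on simulated data: of 200 genes changed 4-fold among 12615, 200 were called in the right direction and 0 others were called; a shifted list of 30 genes came out at percentile 100, and 12 of 200 unshifted lists fell in the lowest or highest 2.5%. Each simulated value had independent noise with an SD of 0.15 in log2, and the changed genes had an FPKM of at least 5. The variation between real cultures is not known. The simulation therefore tests the computation and not how many genes pass the 2-fold limit by chance. A simulated relative depth of 0.75 was recovered as 0.754. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.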

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

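All tests in this part, except those on fibroblast and macrophage transcripts in media with FGF10, were chosen only after the result was seen. So were the count of fibroblast transcripts after centring and the scaling with unchanged members for macrophage markers, and so was the rule that a list outside the paper's discussion is given here if it was apart from random lists in the same direction both with and without the other factor. Each medium has 1 library, so the difference between a given pair of media cannot be separated from chance differences between single cultures. Each factor was seen in pairs of media with no library in common. Of 521 genes changed by DBZ both without FGF10 and with it, 507 changed in the same direction and 14 in opposite directions. For FGF10, without DBZ and with it, 226 of 245 genes kept their direction and 19 did not. For most of these genes the direction was thus repeated in both pairs of media. Genes that are regulated together move together, so the number of genes does not measure how likely chance differences between cultures are. These counts therefore do not exclude such differences. Lists that moved in opposite directions have no such repeat, and no difference between backgrounds was tested.

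Interferon response genes, which the paper does not discuss, were lower with DBZ in both backgrounds. Their median log2 ratio was -1.99 in +ND relative to +N, with 28 of 28 members lower, and -2.31 in +NFD relative to +NF, with 27 of 27 members lower. Isg15 was at 157 FPKM in +N, 8.87 in +ND, 118 in +NF and 4.09 in +NFD, and the list was at -2.35 in +NFD relative to +N. Centring on the median left it at -2.09 in +ND, -2.53 in +NFD relative to +N and -2.36 in +NFD relative to +NF, which argues against a shift of all genes. A loss of macrophages is argued against by the macrophage list, at -0.16 in +ND and -0.22 in +NFD relative to +N. Random lists matched on transcript length reached -0.13 (+ND) and 0.030 (+NFD) at percentile 2.5, and lists matched on GC content reached -0.12 and 0.015, far above the list's own medians. A candidate explanation is an effect of DBZ itself on interferon signaling; an interferon response in the cultures without DBZ for another reason stays open. With FGF10 the same list was lower by far less, at -0.19 in +NF relative to +N and -0.48 in +NFD relative to +ND, and at -0.30 and -0.57 after centring.

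Sterol biosynthesis genes, also outside the paper's discussion, were higher with DBZ, at 0.51 in +ND relative to +N and 0.54 in +NFD relative to +NF, and lower with FGF10, at -0.24 in +NF relative to +N and -0.23 in +NFD relative to +ND. In +NFD relative to +N they were at 0.30. After centring these medians were 0.41, 0.49, -0.36, -0.32 and 0.12 in the same order. Centring moves random lists by the same amount, so percentiles cannot change with it and are no test here. The medians kept their sign, so a shift of all genes is not the whole cause, although the last fell from 0.30 to 0.12. Effects of DBZ and FGF10 on sterol synthesis may be a biological explanation, and differences between single cultures in density or feeding stay open.

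Notch target genes were lower with DBZ, at -1.26 in +ND relative to +N and -0.64 in +NFD relative to +NF, over 6 of 12 members that passed the filter. Centring left -1.35 and -0.68, which argues against a shift of all genes. Jag1, a member of the list, was at 66.4 FPKM in +N, 14.0 in +ND, 44.4 in +NF and 21.5 in +NFD. The direction is consistent with the use of DBZ as a Notch inhibitor, and it fits the labels of the 4 libraries. Without a filter on low values the medians were -0.030 and -0.041, inside the range of random lists, because unexpressed members then take part.

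Epithelial reference genes were lower with DBZ, at -0.69 in +ND relative to +N and -0.26 in +NFD relative to +NF. After centring they were at -0.79 and -0.31, which argues against a shift of all genes. A lower share of epithelial cells, with the other cell types unchanged among themselves, would raise the transcripts of other cell types alike. In +NFD relative to +NF, fibroblast markers were at 1.59 and macrophage markers at 0.22, so these lists moved apart. In +ND they did not clearly do so: fibroblast markers were at 0.29, inside the range of random lists, and at -0.016 with a filter at an FPKM of 5. The macrophage list, at -0.16 in +ND, was below nearly all random lists under all 7 alternatives. A lower share of epithelial cells that raised all other cell types alike would have raised it. A lower expression of these genes in DBZ-treated epithelium may be a biological explanation, and a higher number of fibroblasts in +NFD stays open.

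Ameloblast genes went in opposite directions with DBZ, at -0.49 in +ND relative to +N and 1.09 in +NFD relative to +NF, and after centring at -0.59 and 1.04. The filter lets 9 members into the first comparison and 14 into the second. Without a filter, over the same 19 members, the medians were 0.0, inside the range of random lists, and 0.18, at percentile 99.2. The filter is therefore not the whole cause of the higher median in +NFD. For the lower median in +ND the filter and an effect of the medium cannot be told apart. Members near 0 pull the unfiltered median to 0. With a filter at an FPKM of 5 the median in +ND was -0.23 over 8 members, at percentile 5.91, also inside the range of random lists. An effect of DBZ that depends on FGF10 may account for the higher values in +NFD, and chance differences between single cultures stay open.

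Cell cycle genes were higher with DBZ without FGF10, at 0.68 in +ND relative to +N, and slightly lower with it, at -0.077 in +NFD relative to +NF, where 62 of 94 members were lower. All 94 members take part in both comparisons, so the filter is not the cause. Centring gave 0.58 and -0.12, so a shift of all genes is not the whole cause either. The second median is small, and a +N culture with fewer dividing cells than the other 3 may explain the first.

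Fibroblast markers were lower with FGF10 without DBZ, at -0.39 in +NF relative to +N, where 13 of 23 members were lower, and higher with DBZ, at 1.01 in +NFD relative to +ND, where 25 of 27 members were higher. After centring the medians were -0.50 and 0.92, and over the 23 members in both comparisons they were -0.39 and 1.01, which argues against a shift of all genes and against the filter. Fibroblasts or other mesenchymal cells in the culture would bring all their abundant transcripts. Of 7 such transcripts named before the test, 7 were higher in +NFD than in +N, where the list median was 1.41, and 2 were higher in +NF; after centring, 6 and 1 were higher, since the ratios of Dcn in +NFD and Prrx1 in +NF are below the median of all genes. Col1a1 was at 74.3 FPKM in +N and 153 in +NFD, Col1a2 at 42.6 and 111, and Dcn at 5.15 and 5.82. A lower share of epithelial cells that raised all other cell types alike is argued against by the macrophage list, at -0.22 in +NFD relative to +N. A rise of fibroblasts alone would lower the shares of epithelial cells and macrophages together. These values do not argue against that case, and epithelial reference genes were at -0.65 in the same comparison. Random lists matched on length reached 0.33 and lists matched on GC content reached 0.34 at the border of their highest 2.5%. Without genes labelled in Fig. 7d the median over 21 members was 1.17. Of the 30 markers, 14 are also in another list, 6 are labelled in Fig. 7d and 20 were at an FPKM of at least 1 in all 4 libraries. Dcn did not rise with the other 6, so whether the +NFD culture held more mesenchymal cells is not decided here, and expression of matrix genes by the epithelium itself stays open too.

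Macrophage markers were slightly lower with DBZ without FGF10, at -0.16 in +ND relative to +N, where 18 of 29 members were lower, and slightly higher with it, at 0.22 in +NFD relative to +NF, where 17 of 28 were higher. Over the 28 members in both comparisons the medians were -0.20 and 0.22. After centring the medians were -0.25 and 0.18, while percentiles cannot change with centring, which moves random lists alike. In +ND the shift of all genes is upward, and in +NFD relative to +NF it is 0.046, below the median of 0.22. These values argue against a shift of all genes as the cause. With upper-quartile scaling the second median was 0.11, inside the range of random lists, because Cx3cr1 no longer passes the filter; over the same 28 members it was 0.18, at percentile 99.8. Under this scaling the second median thus depends on 1 member near the filter. It stayed apart from random lists with a filter at an FPKM of 5, at 0.29 over 20 members and percentile 99.97. Without a filter it was 0.19, at percentile 99.3. Effects of DBZ that depend on FGF10 were not tested, and differences between single cultures stay open. It had been predicted that macrophage markers would rise with FGF10. They were at -0.35 in +NF relative to +N, the opposite of this prediction, and at -0.051 in +NFD relative to +ND, inside the range of random lists, which decides nothing.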

How the results depend on the processing

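The limit of 300 nt on transcript length was chosen after the data were seen; the other alternatives were set before the data were examined. No paired analysis was possible because each medium has 1 library, so that the media share 1 replicate number only. The planned limma fit across 3 Notch states, with its alternatives, was not run, since it needs the +NJ and +NFJ libraries, which were not analysed here.

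Of 54 list medians, 44 kept their side of the range of random lists under each alternative run for them, at most 7. A change of sign inside that range was not counted. Fibroblast markers in +ND went from 0.29 to -0.016 with a filter at an FPKM of 5. Of 45 ratios of named genes, 43 kept their direction and 2-fold limit under the 5 alternatives run for them. The limit of 300 nt was run for the counts of changed genes only. Of 10 such counts, 4 stayed within 1.5 times under all alternatives. The 2 ratios of named genes that changed were those of Abca12 in +NFD, 0.98 with centring, and of Tmem108 in +NFD, 2.31 with a pseudocount of 0.1 and 2.86 without one.

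With a pseudocount of 0.1, 1212 genes were higher in +ND, 712 higher and 480 lower in +NF, and 1271 higher in +NFD, each relative to +N, and 818 were higher in +NFD relative to +ND. Without a pseudocount the counts of higher genes were 1222, 720, 1269 and 829 in the same order. A smaller pseudocount lets low genes pass the 2-fold limit. With a filter at an FPKM of 5, fewer genes take part, and 488 were higher in +NFD relative to +N, 290 relative to +ND and 307 relative to +NF. Limiting transcripts to at least 300 nt gave 731 higher in +ND and 736 in +NFD, within 1.5 times of the values for all genes. Upper-quartile scaling gave 715 higher and 776 lower in +ND, 305 and 367 in +NF, 652 and 628 in +NFD, each relative to +N, and 392 and 463 in +NFD relative to +ND.

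Without a filter on low values, genes that are not expressed enter the lists. The medians then were -0.030 for Notch target genes in +ND, 0.0015 in +NF and -0.041 in +NFD relative to +NF. They were 0.0 for ameloblast genes in +ND, at percentile 32.7, and 0.21 in +NFD, at percentile 94.6. Basal keratinocyte genes in +NF were at 0.21, at percentile 96.5, and tooth development genes in +ND at 0.043, at percentile 64.8. These medians were inside the range of random lists. The collagen and matrix list in +NF went from 0.13 to 0.0, at percentile 1.6. With the filter at an FPKM of 5, fewer members take part. Ameloblast genes in +ND were at -0.23, at percentile 5.91 and inside the range of random lists. Tooth development genes were at 0.24 in +ND and -0.067 in +NF, and collagen and matrix genes in +NF were at -0.078. Both of these medians in +NF fell below 0. With upper-quartile scaling the macrophage list in +NFD relative to +NF was at 0.11, since 1 member fewer passed the filter.

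Depth limits what is said of genes near 0. In +ND, with 0.799 times the depth of +N, 3 fragments of Enam correspond to 0.025 FPKM and 3 fragments of Mmp20 to 0.0418, so lower levels in that medium would not have been detected.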

Differences from the paper's values

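No test in this part was chosen after the result was seen. The paper's values here were read by eye from its figures. The log2 ratio of Krt8 in +ND relative to +N was -3.92, against the paper's value of about -5.4 in Fig. S7. A pseudocount of 0.1 gave -5.09 and no pseudocount gave -5.31, both within the reading error of 0.5, whereas upper-quartile scaling, centring and the highest entry per symbol did not close the gap. The log2 ratio of Krt10 in +NFD relative to +N was -4.60, against the paper's value of about -5.2 in Fig. S7. A pseudocount of 0.1 gave -4.96, no pseudocount gave -5.00 and centring gave -4.77, all within the reading error, and upper-quartile scaling and the highest entry per symbol did not close the gap.

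In +NF relative to +N, 361 genes were at least 2-fold higher, against the paper's count of about 36 in Fig. S4a, and 319 were at least 2-fold lower, against the paper's count of about 59 in Fig. S4b. None of the alternatives set before the data were examined closed either gap, the lowest counts being 248 higher with centring and 232 lower with a filter at an FPKM of 5. P-values from DEGseq were not applied here.

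The paper states that among these media +NFD alone raised genes of tooth development. The tooth development list was apart from random lists in +ND too, at 0.40, though not without a filter or with a filter at an FPKM of 5. Of 27 members there, 5 were at least 2-fold higher and 4 at least 2-fold lower. In +NFD these counts were 19 and 4 of 36.

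The paper states that keratin expression was completely suppressed with FGF10 and DBZ. In +NFD the FPKM summed over keratin genes was 17230, and 21 keratin genes reached an FPKM of 1. The paper states that DBZ lowered keratin expression. In +ND, the FPKM sum of keratin genes was lower than in +N and 9 of 23 keratin genes were at least 2-fold lower, among them Krt4, Krt8, Krt10, Krt13 and Krt14, while 6 were at least 2-fold higher, namely Krt1, Krt16, Krt42, Krt75, Krt78 and Krt80. The paper lists Msx2 and Edaradd with the terms that were added in +NFD. In +ND their log2 ratios relative to +N were 1.45 and 1.50, against 1.80 and 1.32 in +NFD.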

Other observations

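The tests in this part were chosen only after the result was seen, and BC037156, Gm44323, Odam and the macrophage markers were singled out after their values were seen. Each medium has 1 library.

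BC037156, annotated as a long intergenic RNA with a transcript of 430 nt, lies on chromosome 5 of GRCm38 from 87908779 to 87914171, next to Odam, which spans 87885029 to 87894174. It had the highest product of FPKM and length in +N. Its FPKM was 116578 in +N, 34772 in +ND, 83486 in +NF and 38852 in +NFD, or 15.6%, 5.17%, 12.0% and 5.71% of the FPKM of each library. Weighted by transcript length, these shares were 3.34%, 0.994%, 2.39% and 1.11%. The paper does not report it. Odam itself was lower in both media with DBZ, with log2 ratios relative to +N of -1.14 in +ND and -1.26 in +NFD. Gm44323, annotated as a microRNA of 129 nt inside Krt5 on the opposite strand, was at 22562 FPKM in +N, where Krt5 was at 6582. Whether fragments of Krt5 were counted on it was not tested.

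Genes as a whole were listed higher in +ND, +NF and +NFD than in +N, with medians of 0.10, 0.11 and 0.18 over 12875 genes with a mean FPKM of at least 1. The 10 most abundant genes of +N, by FPKM and length, took 10.2% of that library and 5.87%, 7.8% and 6.07% of +ND, +NF and +NFD. Rescaling each library to its other genes left medians of 0.035 in +ND, 0.078 in +NF and 0.11 in +NFD. These abundant genes may therefore account for most of the shift in +ND, and not for the whole shift in +NF and +NFD, where more than 0.5 of it was left, a limit set after the values were seen. A biological explanation, such as a broader range of expressed genes in the richer media, was not tested.

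Macrophage transcripts were listed in all 4 libraries. C1qa was at 52.0 FPKM in +N, 43.3 in +ND, 34.9 in +NF and 38.9 in +NFD, Csf1r was between 5.15 and 7.19, and Lyz2 was between 288 and 528. Of the 20 macrophage markers that are not also known from epithelium, 18 had an FPKM of at least 1 in every library, against 8 of the 10 that are. Of 15 endothelial markers 1 did so. Macrophages carried over from the tissue may explain these transcripts after 14 days in culture. Expression by epithelial cells themselves stays open, since the culture was not separated into cell types.

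The directions of change were compared between backgrounds with no library in common. Of 245 genes at least 2-fold changed by FGF10 both without DBZ (+NF relative to +N) and with it (+NFD relative to +ND), 226 changed in the same direction and 19 in opposite directions. Of 521 genes at least 2-fold changed by DBZ both without FGF10 and with it, 507 changed in the same direction and 14 in opposite directions.

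Several list medians were not placed at a claim. The paper's statement on genes around ERKs comes from +NFJ and +NJ, which were not analysed here. ERK feedback and immediate target genes had median log2 ratios relative to +N of 0.28 in +ND, at percentile 93.7, 0.35 in +NF and 0.52 in +NFD, the last pair apart from random lists. Endothelial markers gave a value in +NFD only, 0.32 over 3 genes, at percentile 62.7. Notch target genes were at -0.38 in +NF and -0.97 in +NFD relative to +N, and epithelial reference genes were at -0.45 and -0.65. Sostdc1, a tooth development gene, was at 8.33 FPKM in +N, 42.1 in +ND, 43.0 in +NF and 62.7 in +NFD. Xist was between 52.1 and 90.1 FPKM, and the Y-linked genes Ddx3y, Eif2s3y and Uty were listed at 0 in all 4 libraries. Kdm5d, also Y-linked, was at 0.00493 FPKM in +NF, less than 3 fragments, and was listed at 0 in the other 3.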
